# Natural history of a mouse model of X-linked myotubular myopathy

**DOI:** 10.1242/dmm.049342

**Published:** 2022-07-25

**Authors:** Ege Sarikaya, Nesrin Sabha, Jonathan Volpatti, Emanuela Pannia, Nika Maani, Hernan D. Gonorazky, Alper Celik, Yijng Liang, Paula Onofre-Oliveira, James J. Dowling

**Keywords:** Mice, Myotubularin, Myotubular myopathy, Muscle disease, Natural history

## Abstract

X-linked myotubular myopathy (XLMTM) is a severe monogenetic disorder of the skeletal muscle. It is caused by loss-of-expression/function mutations in the myotubularin (*MTM1*) gene. Much of what is known about the disease, as well as the treatment strategies, has been uncovered through experimentation in pre-clinical models, particularly the *Mtm1* gene knockout mouse line (*Mtm1* KO). Despite this understanding, and the identification of potential therapies, much remains to be understood about XLMTM disease pathomechanisms, and about the normal functions of MTM1 in muscle development. To lay the groundwork for addressing these knowledge gaps, we performed a natural history study of *Mtm1* KO mice. This included longitudinal comparative analyses of motor phenotype, transcriptome and proteome profiles, muscle structure and targeted molecular pathways. We identified age-associated changes in gene expression, mitochondrial function, myofiber size and key molecular markers, including DNM2. Importantly, some molecular and histopathologic changes preceded overt phenotypic changes, while others, such as triad structural alternations, occurred coincidentally with the presence of severe weakness. In total, this study provides a comprehensive longitudinal evaluation of the murine XLMTM disease process, and thus provides a critical framework for future investigations.

## Abstract (precis)

**Summary:** This study provides a comprehensive and longitudinal molecular and phenotypic evaluation of the disease process of X-linked myotubular myopathy (XLMTM) in a murine model.

## INTRODUCTION

X-linked myotubular myopathy (XLMTM) is a monogenetic muscle disease with onset in infancy, characterized by neonatal hypotonia and severe weakness (Lawlor and Dowling, 2021). Between 25% and 50% of affected patients die in the first year of life, and those that survive have a high degree of technology dependence (80% requiring wheelchair, ventilator and feeding tube support) and shortened life span (Amburgey et al., 2017; Annoussamy et al., 2019; Beggs et al., 2018). Historically, the condition was diagnosed by characteristic features on muscle biopsy (centrally located myonuclei, myofiber hypotrophy, and accumulation of mitochondria and other perinuclear organelles); currently, diagnosis is established with positive genetic testing (Gonorazky et al., 2018).

XLMTM is caused by mutations in myotubularin (*MTM1*) that result in loss of expression and/or function of the MTM1 protein. MTM1 is a lipid phosphatase that acts on phosphoinositides (PIPs) (Laporte et al., 1996; Raess et al., 2017); specifically, it dephosphorylates (and thus deactivates) PI3P and PI3,5P2, and through this action also generates PI5P (Blondeau et al., 2000; Taylor et al., 2000; Volpatti et al., 2019). MTM1 is a resident endosomal protein, and its main role in cells is to regulate vesicular sorting through the endosomal compartment via a PIP conversion mechanism (Ketel et al., 2016).

Several pathologic changes have been identified in muscle from *MTM1*-deficient patients and animal models. In particular, abnormalities in the appearance and function of the excitation–contraction (EC) coupling apparatus have been observed (Al-Qusairi et al., 2009; Dowling et al., 2009). EC coupling is the process via which signals initiated at the neuromuscular junction are converted to muscle contraction (Dowling et al., 2021). The key muscle substructure that mediates this process is the triad, which represents the apposition of the T-tubule and the terminal sarcoplasmic reticulum. In XLMTM, both triad structure and EC coupling are abnormal, and are thought to be responsible for the weakness observed in patients (Jungbluth et al., 2018).

Several molecular abnormalities have also been described. These include changes in the AKT pathway, aggregation of desmin intermediate filaments (Hnia et al., 2011), increased levels of the large GTPase DNM2 (Cowling et al., 2014), altered protein ubiquitination (Gavriilidis et al., 2018) and changes in autophagic flux (Al-Qusairi et al., 2013; Bachmann et al., 2017; Fetalvero et al., 2013). Perhaps the most important of these is the upregulation of DNM2 protein expression, as this has been shown to directly lead to many of the pathologic changes characteristic of XLMTM (Cowling et al., 2011; Liu et al., 2011). In addition, therapies aimed at lowering DNM2 (including antisense oligonucleotide-mediated knockdown and chemical reduction with tamoxifen) have shown great efficacy in pre-clinical models and are currently in clinical trial in patients (Buono et al., 2018; Gayi et al., 2018; Maani et al., 2018; Tasfaout et al., 2017). Of note, gene replacement therapy can rescue the phenotype of pre-clinical models and is also in clinical trial (Childers et al., 2014).

Much of what is known about XLMTM has been uncovered through experimentation using an *Mtm1* mouse knockout line (*Mtm1* KO). The model, first generated by Buj-Bello and Laporte (Buj-Bello et al., 2002), has a targeted deletion in exon 4 of *Mtm1*, resulting in a frameshift and stop gain, reduction in *Mtm1* mRNA expression and absence of MTM1 protein expression. It was originally created on the 129S2PAS background, and subsequently has been outcrossed to other strains including C57BL/6J. Other animal models have also been established, such as XLMTM zebrafish and canine models (Beggs et al., 2010; Dowling et al., 2009; Sabha et al., 2016). All vertebrate models tested thus far faithfully recapitulate the major abnormalities seen in patient muscle, and are associated with abnormal motor function and early lethality.

Although animal models have significantly advanced our understanding of XLMTM, much remains to be understood about the underlying pathomechanisms of XLMTM. In particular, the link between the role of MTM1 as a phosphoinositide phosphatase and regulator of endosomal dynamics, and the pathologic and molecular changes in XLMTM muscle are not clear. Furthermore, it is not known what the first/inciting events are in the disease process. As more therapies are identified for the disease, it is critical to understand how these treatments may synergize, and how they compare in terms of effectiveness for ameliorating key aspects of the disease.

To establish the required groundwork for addressing these key unknowns, we have undertaken to define the natural history of the *Mtm1* KO mice. By evaluating pathologic and molecular events at different time points, we have identified that mitochondrial abnormalities, widespread transcriptional changes, myofiber hypotrophy and increased DNM2 are among the earliest changes observed. Surprisingly, triad changes are found later in the disease process, after a period of normal triad appearance, and coincide with severe phenotypic alterations. In total, our work provides critical longitudinal data important for future studies related to therapy testing and the establishment of disease pathomechanisms.

## RESULTS

### *Mtm1* KO mice have four phenotypic stages of disease

We have previously established a colony of *Mtm1* KO mice on the C57BL/6J background (Maani et al., 2018; Sabha et al., 2016). In this study, we performed an extensive phenotypic and molecular characterization of this mouse line. For phenotypic assessment, we examined body weight, grip strength and motor behavior via open field testing (Fig. 1). This was done serially on the same set of mice. Based on this, we observed four phases of disease (Fig. 1A). The first is the pre-symptomatic phase, which occurs until the age of weaning [postnatal day (P)21]. For analysis purposes, we have chosen 14 days to represent the first time period. The second is symptom onset, which occurs at ∼P21. The first observed phenotypic abnormalities at this time are lower body weight and reduced animal rears (Fig. 1B,C). The third is onset of severe motor deficits, which in our hands occurs at ∼28 days of age. This is characterized in open field testing by both a near complete inability to rear as well as ambulatory defects, including reductions in the total distance traveled and average travel speed (Fig. S1). The last is the endpoint phase, at which *Mtm1* KO mice have severe hindlimb paralysis, as evidenced by a large reduction in grip strength (Fig. 1D) and generalized wasting, and typically require termination. This occurs at 35 days and beyond (median survival 38 days) (Maani et al., 2018; Sabha et al., 2016).

**Fig. 1.**
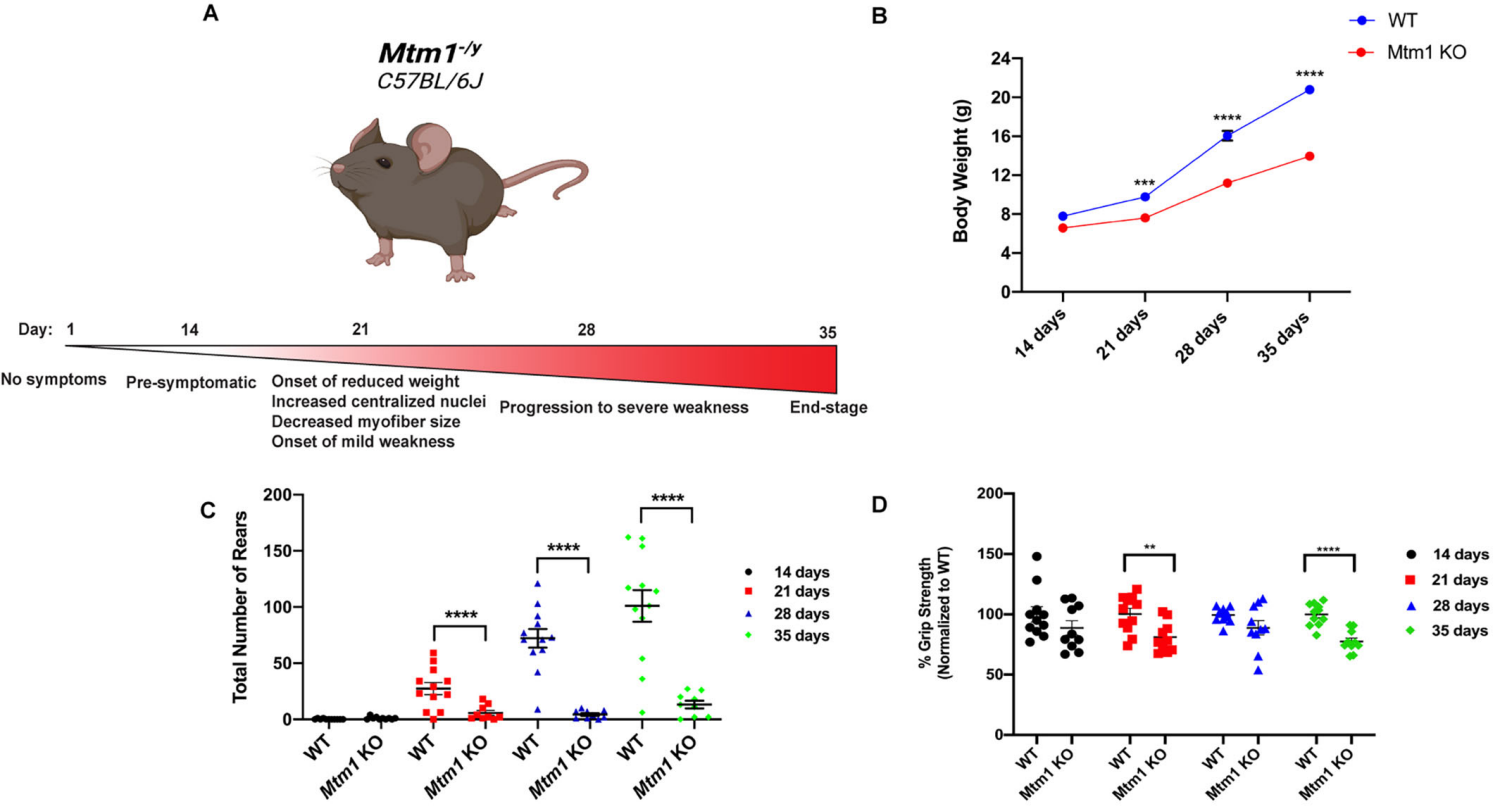
**Phenotypic studies of the *Mtm1* knockout mouse model.** (A) Schematic depicting the four phases of the disease process in *Mtm1* knockout (*Mtm1^−/y^* or *Mtm1* KO) mice. (B-D) Longitudinal phenotypic analyses of wild-type (WT) littermates versus *Mtm1* KO mice at 14, 21, 28 and 35 days (WT *n*=11, KO *n*=10). (B) Scatter plot comparing weight (g) of WT versus *Mtm1* KO mice (values are mean±s.e.m.). 14 days: WT 7.8±0.3 g, KO 6.6±0.3 g; 21 days: WT 9.8±0.3 g, KO 7.6±0.4 g (***P<0.001); 28 days: WT 16.0±0.5 g, KO 11.2±0.3 g (****P<0.0001); and 35 days: WT 21.0±0.5 g, KO 14.0±0.4 g (****P<0.0001). (C) Number of rears (as measured by open field testing; values are mean±s.e.m.). 14 days: WT 0.2±0.1, KO 1±0.4; 21 days: WT 27.4±5.3, KO 5.8±2.2 (****P<0.0001), 28 days: WT 72.2±8.2, KO 4.4±1.2 (****P<0.0001); and 35 days: WT 101±14.2, KO 13.2±3.4 (****P<0.0001). (D) Grip strength (expressed as a percentage of WT; values are mean±s.e.m.). 14 days: WT 100±6.3%, KO 88.8±6%; 21 days: 100.3±4.6%, KO 81.1±3.9% (**P<0.001); 28 days: WT 99.4±1.8%, KO 88.8±6%; and 35 days: WT 100±2.8%, KO 77.5±3% (****P<0.0001). Statistical analysis by log-rank (Mantel–Cox) test or unpaired two-tailed Student's *t*-test.

### Mitochondrial and sarcolemmal disorganization represent the first structural changes

We next analyzed muscle histopathology at the four defined stages (Figs 2 and 3). We specifically evaluated changes that have been previously described in *Mtm1* KO mice, which include % central nuclei and myofiber size [both quantified from Hematoxylin and Eosin (H&E) staining], mitochondrial distribution [defined by succinate dehydrogenase staining (SDH)], sarcolemmal membrane organization (illuminated by dysferlin immunostaining), and triad structure (defined by electron microscopy). We performed these analyses on cryosections of skeletal muscle [tibialis anterior (TA)] at P14, P21, P28 and P35 in *Mtm1* KO versus wild-type (WT) littermates, using a minimum *n*=4 per genotype with blinded examination.

**Fig. 2.**
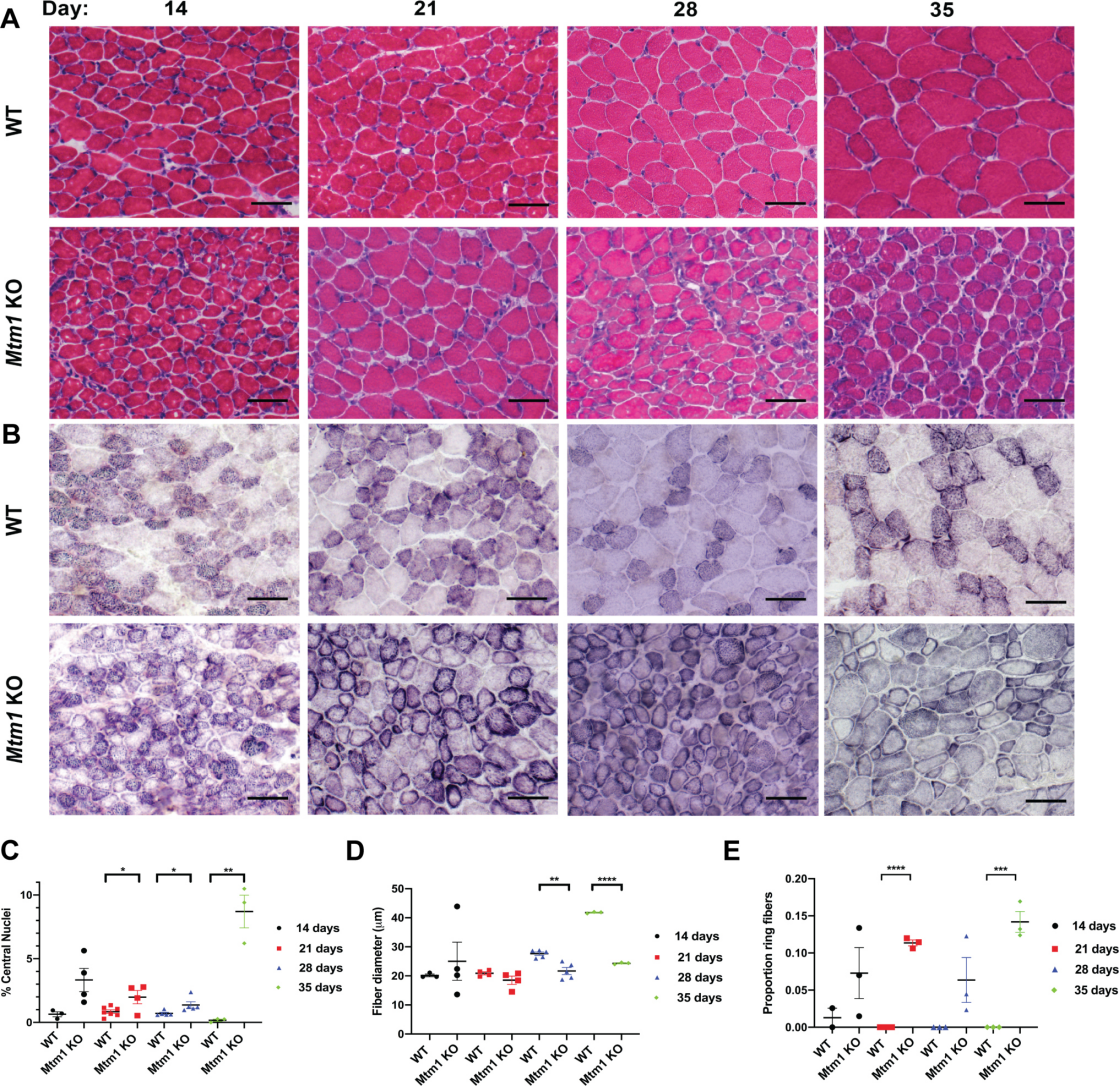
**Progressive histological changes in *Mtm1* knockout mice.** (A,B) Histopathology as defined by staining with Hematoxylin and Eosin (H&E) (A) and succinate dehydrogenase (SDH) (B). Scale bars: 50 µm. (C) There is an observable increase in % central nuclei in *Mtm1* KO mice compared to WT starting at 21 days (WT *n*=3-7, KO *n*=4 per time point). % central nuclei (values are mean±s.e.m.). 14 days: WT 0.64±0.20%, KO: 3.32±0.90%; 21 days: WT 0.84±0.14%, KO 1.98±0.52% (*P<0.05); 28 days: WT 0.70±0.10%, KO 1.37±0.26% (*P<0.05); and 35 days: WT 0.17±0.09%, KO 8.70±1.3% (**P<0.01). (D) *Mtm1* KO mice have significantly smaller fibers starting at 28 days. Fiber size (WT *n*=3-5, KO *n*=3-5; values are mean±s.e.m.). 14 days: WT 20.16±0.47 μm, KO 25.03±6.57 μm; 21 days: WT 20.89±0.51 μm, KO 18.51±1.43 μm; 28 days: WT 27.66±0.59 μm, KO 21.67±1.21 μm (**P<0.001); and 35 days: WT 46.02±3.77 μm, KO 21.78±0.47 μm (****P<0.0001). (E) Quantification of ring fibers, as determined with SDH staining (WT *n*=2-3, KO *n*=3 per time point; values are mean±s.e.m.). 14 days: WT 0.01±0.01, KO 0.072±0.034; 21 days: WT 0, KO 0.11±0 (****P<0.0001); 28 days: WT 0, KO 0.063±0.03; and 35 days WT 0, KO 0.14±0 (***P<0.001). Statistical analysis by unpaired two-tailed Student's *t*-test.

**Fig. 3.**
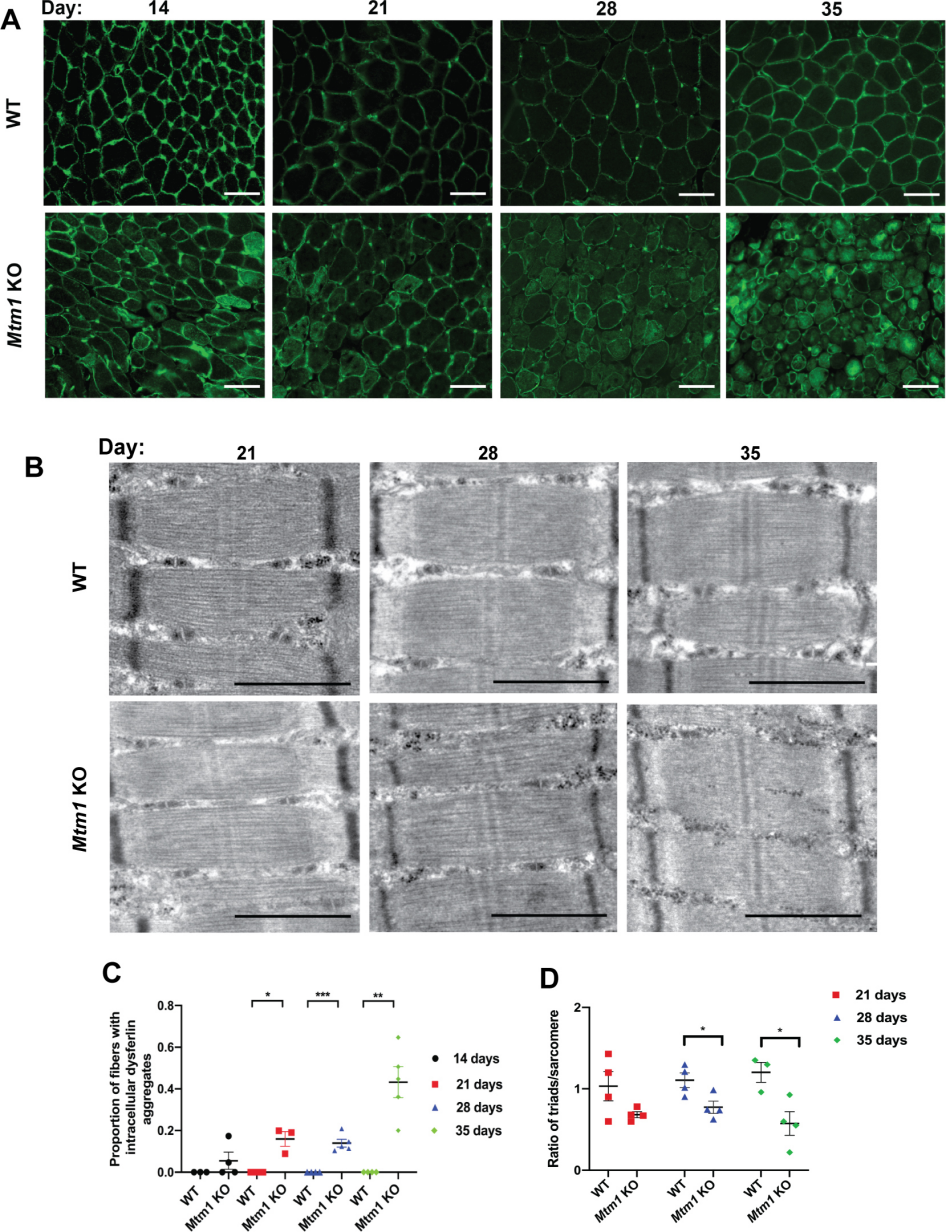
**Progressive histopathologic and ultrastructural changes in *Mtm1* knockout mice.** (A) Dysferlin immunofluorescence at 14, 21, 28 and 35 days on skeletal muscle from WT and *Mtm1* KO mice. Scale bars: 50 µm. (B) Electron microscopy of skeletal muscle from WT and *Mtm1* KO mice. Scale bars: 1 µm. Ratios of triads/sarcomere (WT *n*=3-4, KO *n*=4; values are mean±s.e.m.). 21 days: WT 1.03±0.18, KO 0.68±0.04; 28 days: WT 1.11±0.10, KO 0.77±0.10 (*P<0.05); and 35 days: WT 1.20±0.12, KO 0.57±0.14 (*P<0.05). (C) Quantification of dysferlin immunostaining. An increasing proportion of myofibers with intracellular dysferlin aggregates is observed in *Mtm1* KO mice starting at 21 days. Proportion of myofibers with intracellular dysferlin aggregations (WT *n*=3-7, KO *n*=4 per time point; values are mean±s.e.m.). 14 days: WT 0, KO 0.055±0.04; 21 days: WT 0, KO 0.16±0.04 (*P<0.05); 28 days: WT 0, KO 0.14±0.02 (***P<0.001); and 35 days: WT 0, KO 0.43±0.07 (**P<0.001). (D) Quantification of triad number. Triad number per sarcomere (WT *n*=3-4, KO *n*=4 per time point; values are mean±s.e.m.). 21 days: WT 1.1±0.11, KO 0.68±0.18; 28 days: WT 1.2±0.19, KO 0.77±0.11 (*P<0.05); and 35 days: WT 1.30±0.31, KO 0.57±0.19 (*P<0.05). Statistical analysis by unpaired two-tailed Student's *t*-test.

Interestingly, despite the fact that mice are overtly normal at 14 days of age, muscle structure was clearly altered at this stage (Fig. 2A). The most striking finding was redistribution of mitochondria into ‘ring’ fibers, something that was seen on occasion in WT at 14 days, but that was significantly increased in *Mtm1* KO mice (average of 1.0 per field for WT versus 6.7 for *Mtm1* KO). There were also small but significant changes in % central nuclei and dysferlin immunolocalization. Although the distribution of fiber size was altered, mean myofiber diameter was not significantly changed. It is notable that none of the changes occurred in more than a minority of fibers.

At 21 days, these abnormalities were more pronounced (Fig. 2A,B), but triad structure was unchanged (Fig. 3B). In fact, there was no quantitative difference in the number or appearance of triads at this age. It is not until 28 days of age that triads became statistically different in *Mtm1* KO versus WT (Fig. 3B). By 35 days of age, there were very few muscle fibers that appeared normal, and a near complete loss of triads.

### Muscles are differentially affected in *Mtm1* KO mice

In XLMTM, there was variability in the extent of pathology seen in different muscle groups. This is best appreciated in patients by using muscle magnetic resonance imaging (MRI) (Carlier and Quijano-Roy, 2019). We examined this in our *Mtm1* KO mice, using both MRI and matched histopathological analysis. We studied mice at 35 days of age, which was the earliest tractable age for MRI scanning in terms of mouse size. Using T2-weighted MRI images, we defined muscle volume of the muscle in the distal hindlimb (Fig. 4). We found that plantaris and TA were the most affected in terms of reduced size, while the soleus and tibialis posterior were the least affected (Fig. 4B). To relate these findings to standard muscle pathology, we measured myofiber size and % central nuclei from H&E-stained cryosections of muscle taken from the same mice that we imaged (Fig. 5A-C). Plantaris displayed the largest magnitude of change in myofiber size (Fig. 5B), with TA also being substantially decreased. We also saw a similar degree of changes between MRI findings and % central nuclei, with plantaris and TA having the highest % (Fig. 5C). Conversely, extensor digitorum longus (EDL), which was relatively mildly affected per MRI, had significant changes in myofiber size and % central nuclei. We further performed a correlation analysis between myofiber size and MRI volume of all muscles and found a positive correlation in both WT and *Mtm1* KO mice (Fig. 5D,E). Lastly, we examined muscle volume by measuring total muscle weight for a subset of muscles at 35 days of age (Fig. 4C). Muscle weight was reduced in *Mtm1* KO versus WT mice for all muscle groups examined, although the extent of change varied and matched that seen for these muscles on MRI.

**Fig. 4.**
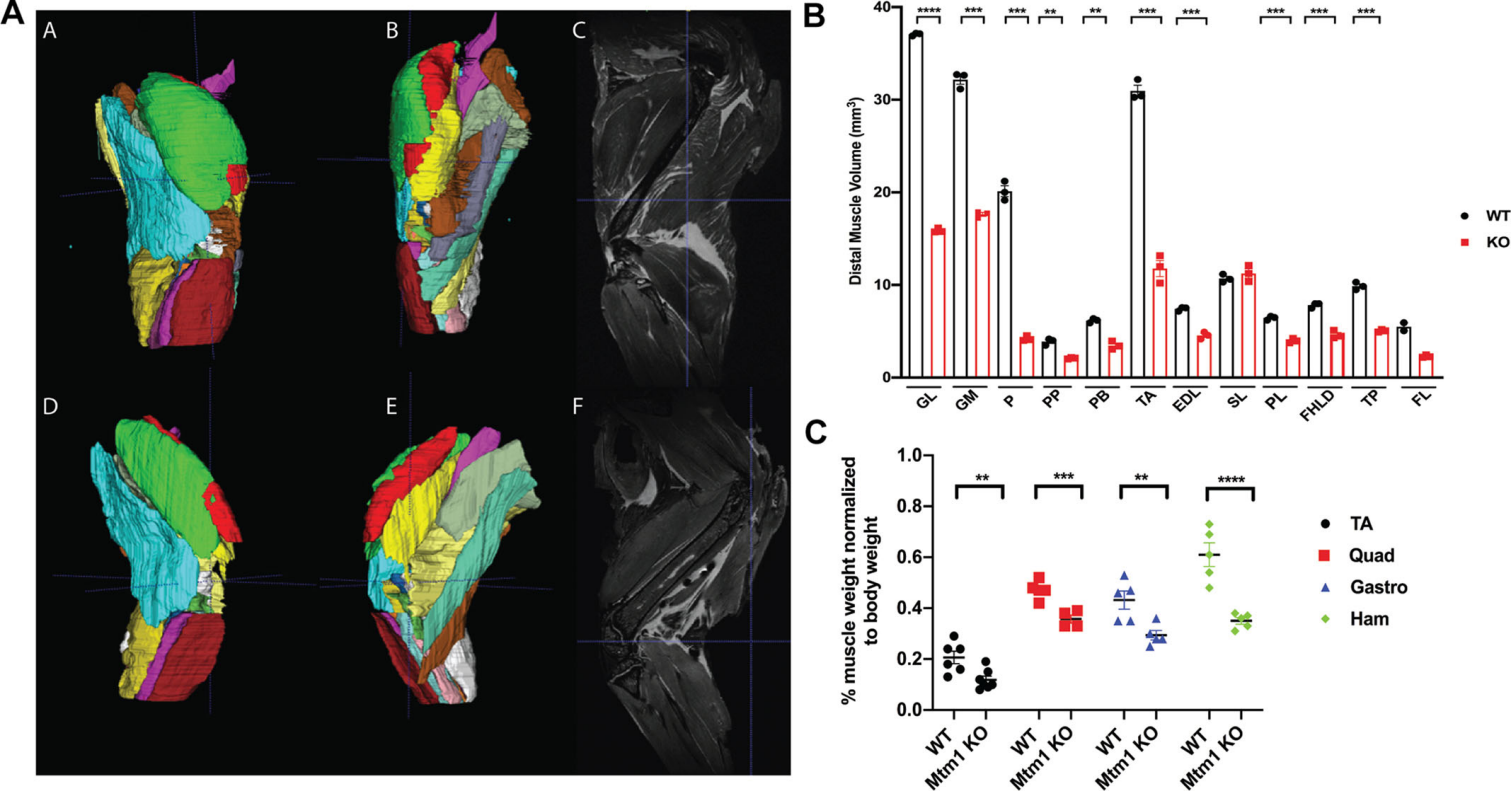
**Skeletal muscle magnetic resonance imaging (MRI) of WT and *Mtm1* knockout mice.** (A) T2-weighted muscle MRI images from immediately post-mortem hindlimbs of WT and *Mtm1* KO mice performed at 35 days. Segmentation was done manually using ITK-SNAP software. (B) Graph depicting distal muscle volume for 12 skeletal muscles as determined from MRI (WT *n*=3, *Mtm1* KO *n*=3; values are mean±s.e.m.). Distal muscle volume (mm^3^) for GL: WT 37.07±0.09 mm^3^, KO 15.9±0.13 mm^3^ (****P<0.0001); GM: WT 32.18±0.51 mm^3^, KO 17.62±0.20 mm^3^ (***P<0.001); P: WT 20.12±0.60 mm^3^, KO 4.2±0.16 mm^3^ (***P<0.001); PP: WT 3.90±0.20 mm^3^, KO 2.08±0.05 mm^3^ (**P<0.001); PB: WT 6.15±0.13 mm^3^, KO 3.47±0.26 mm^3^ (**P<0.001); TA: WT 31.0±0.62 mm^3^, KO 11.78±0.86 mm^3^ (***P<0.001); EDL: WT 7.42±0.12 mm^3^, KO 4.60±0.21 mm^3^ (***P<0.001); SL: WT 10.7±0.25 mm^3^, KO 11.23±0.50 mm^3^; PL: WT 6.43±0.12 mm^3^, KO 4.0±0.13 mm^3^ (***P<0.001); FHLD: WT 7.82±0. 16 mm^3^, KO 4.62±0.25 mm^3^ (***P<0.001); TP: WT 9.90±0.23 mm^3^, KO 5.10±0.08 mm^3^ (***P<0.001); FL: WT 5.50±0.43 mm^3^, KO 2.30±0.08 mm^3^. *n*=3 per condition. GL, gastrocnemius lateralis, GM, gastrocnemius medialis, P, plantaris; PP, popliteus; PB, peroneus brevis; TA, tibialis anterior; EDL, extensor digitalis longus; SL, soleus; PL, peroneus longus; FHLD, flexor hallucis longus; TP, tibialis posterior; FL, flexor digitorum longus. (C) Muscle weight (expressed as a percentage of total body weight muscle weight for TA, Quad, Gastro and Ham) normalized to body weight at 35 days (WT *n*=4-6, KO *n*=4-6; values are mean±s.e.m.). Percentage weight for TA: WT 0.20±0.02%, KO 0.11±0.01% (**P<0.001); Quad: WT 0.47±0.02%, KO 0.36±0.02% (***P<0.001); Gastro: WT 0.43±0.04%, KO 0.30±0.02% (**P<0.001); and Ham: WT 0.61±0.46%, KO 0.35±0.13% (****P<0.0001). TA, tibialis anterior; Quad, quadriceps; Gastro, gastrocnemius; Ham, hamstring. Statistical analysis by unpaired two-tailed Student's *t*-test.

**Fig. 5.**
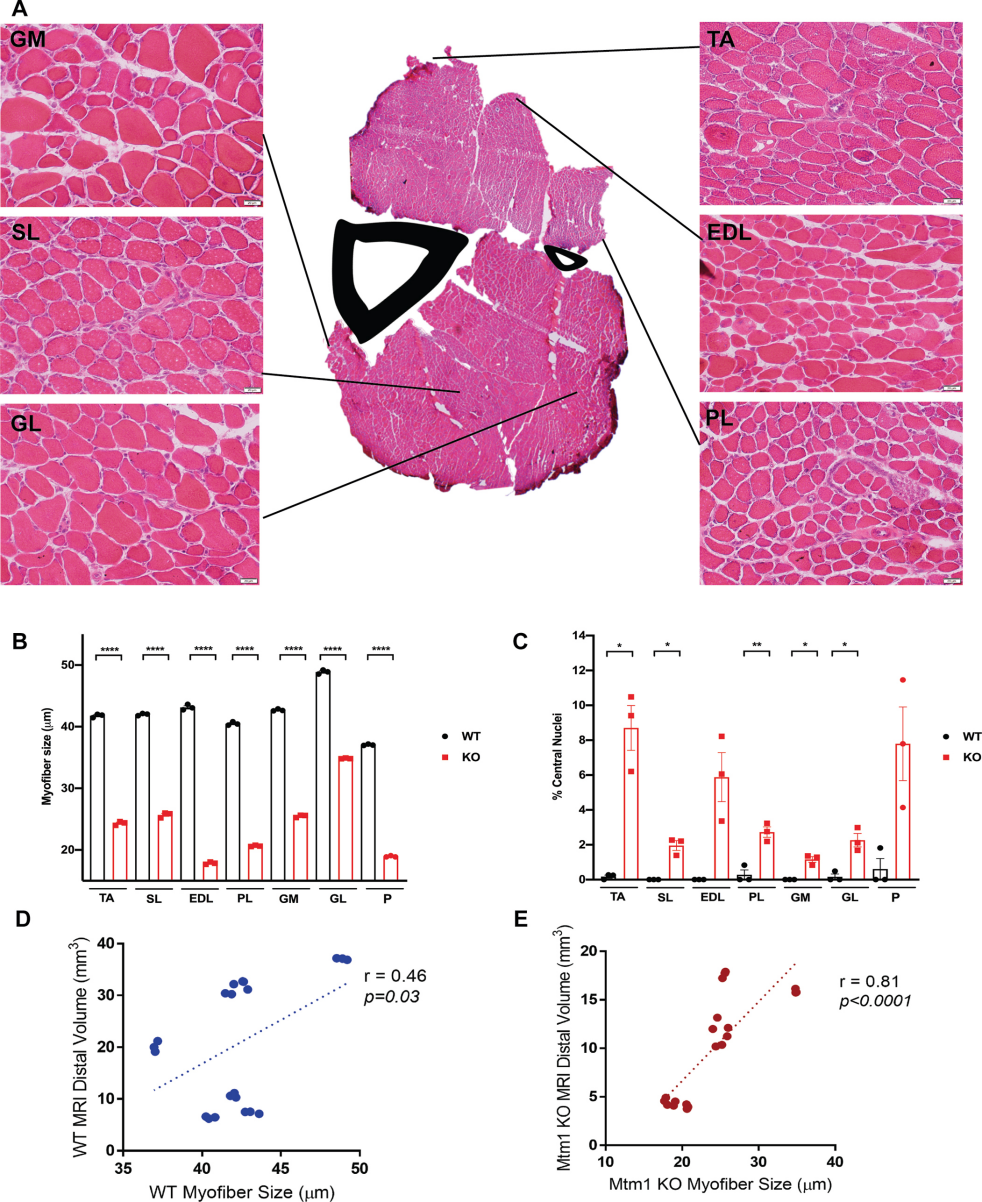
**Comparison of histopathologic characteristics between muscle groups.** (A) Representative images from H&E-stained muscle cryosections from the distal portion of the hindlimb from 35-day-old *Mtm1* KO mice (WT *n*=3, KO *n*=3 for each). Scale bars: 20 µm. (B,C) Graphs depicting myofiber size and % central nuclei for individual skeletal muscles of the hindlimb of WT and *Mtm1* KO mice at 35 days. (B) Myofiber size (μm; values are mean±s.e.m.). TA: WT 41.78±0.16 μm, KO 24.33±0.18 μm (****P<0.0001); SL: WT 42±0.10 μm, KO 25.70±0.25 μm (****P<0.0001); EDL: WT 43.14±0.26 μm, KO 17.86±0.11 μm (****P<0.0001); PL: WT 40.50±0.16 μm, KO 20.65±0.06 μm (****P<0.0001); GM: WT 42.70±0.10 μm, KO 25.50±0.11 μm (****P<0.0001); GL: WT 48.90±0.19 μm, KO 34.85±0.04 μm (****P<0.0001); P: WT 37.06±0.07 μm, KO 19.0±0.07 μm (****P<0.0001). (C) % central nuclei (values are mean±s.e.m.). TA: WT 0.17±0.09%, KO 8.7±1.3% (*P<0.05); SL: WT 0%, KO 2.0±0.3% (*P<0.05); EDL: WT 0%, KO 5.9±1.4%; PL: WT 0.28±0.28%, KO 2.8±0.3% (**P<0.01), GM: WT 0%, KO 1.2±0.2% (*P<0.05), GL: WT 0.16±0.16%, KO 2.3±0.40% (*P<0.05); P: WT 0.61±0.61%, KO 7.8±2.1%. TA, tibialis anterior; SL, soleus; EDL, extensor digitalis longus; PL, peroneus longus; GM, gastrocnemius medialis; GL, gastrocnemius lateralis; P, plantaris. Statistical analysis by unpaired two-tailed Student's *t*-test. (D,E) Pearson correlation coefficient (*r*) derived from linear regression of myofiber size (diameter, μm) and MRI distal volume (mm^3^) (Fig. 4B) in WT (D) and *Mtm1* KO (E) mice at 35 days. Significance indicated at *P*<0.05.

### Increases in DNM2 protein levels and acetylated tubulin are among the first molecular changes observed in *Mtm1* KO mice

We next examined by western blotting several of the molecular changes that have been described in *Mtm1* KO mice (Fig. 6). These included DNM2 levels, polyubiquitination, autophagy (as indicated by p62 levels) and acetylated tubulin. At P14, only DNM2 and tubulin were significantly changed in *Mtm1* KO compared to WT mice. The magnitude of change, however, was relatively small. At 21 days, all markers examined were abnormal, with an increased effect size in *Mtm1* KO versus WT at each age (Fig. 6).

**Fig. 6.**
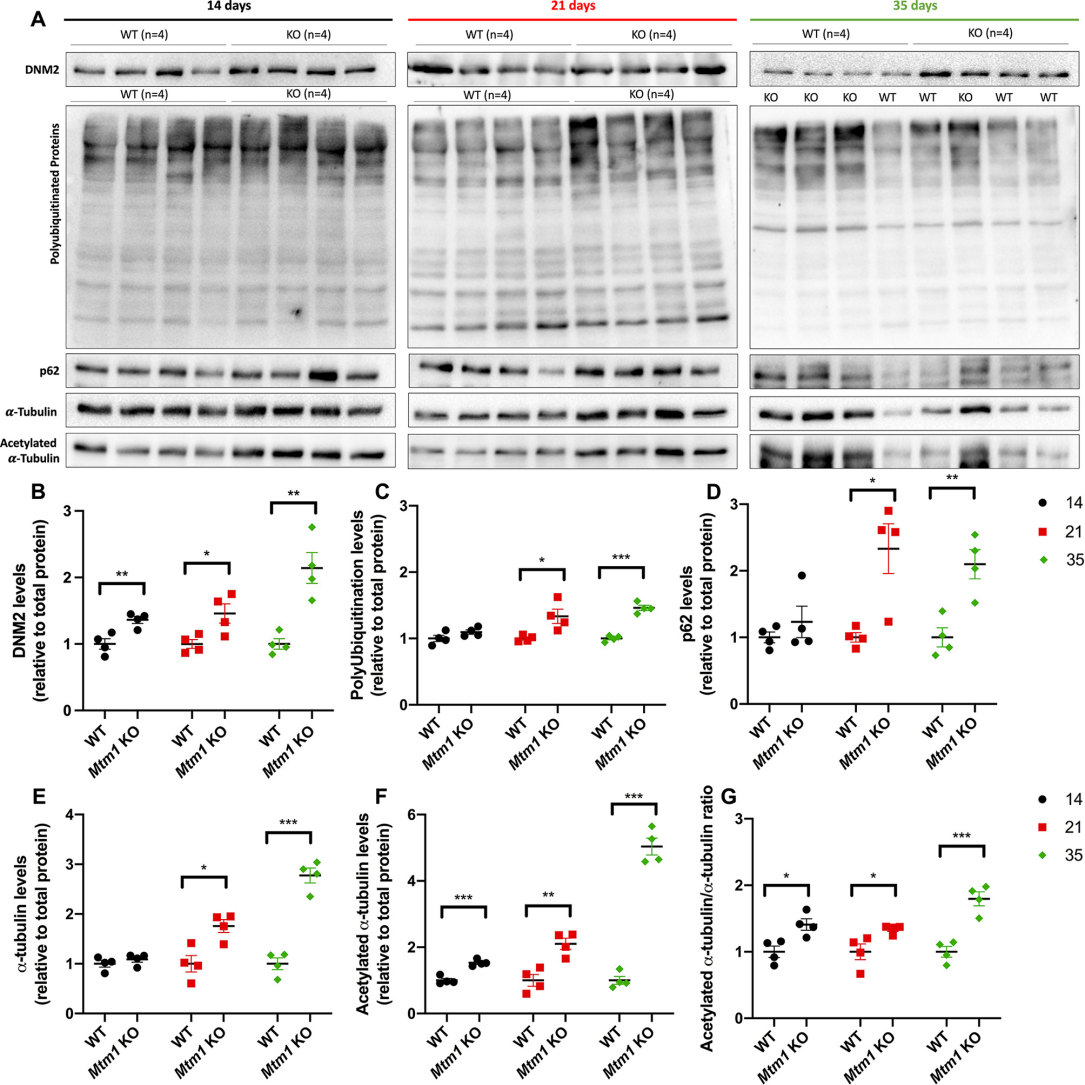
**Molecular changes in *Mtm1* KO mice.** (A) Representative western blot images of DNM2, polyubiquitinated protein, p62, α-tubulin and acetylated-α-tubulin from protein extracts of TA muscle taken at 14, 21 and 35 days. (B-G) Quantification of protein levels relative to total protein staining and normalized to average WT expression (see also Fig. S2). (B) DNM2 levels are elevated at 14 (1.36-fold, **P<0.01), 21 (1.46-fold, *P<0.05) and 35 (2.14-fold, **P<0.01) days. (C) Polyubiquitinated protein levels are elevated at 21 (1.33-fold, *P<0.05) and 35 (1.46-fold, ***P<0.001) days. (D) p62 levels are elevated at 21 (1.99-fold, *P<0.01) and 35 (2.10-fold, **P<0.01) days. (E) α-tubulin levels are elevated at 21 (1.76-fold, *P<0.05) and 35 (2.78-fold, ***P<0.001) days. (F) Acetylated-α-tubulin levels are elevated at 14 (1.53-fold, ***P<0.001), 21 (2.26-fold, **P=0.0041) and 35 (5.04-fold, ***P<0.001) days. (G) Acetylated-α-tubulin/α-tubulin ratio is elevated at 14 (1.41-fold, *P<0.05), 21 (1.34-fold, *P<0.05) and 35 (1.80-fold, ***P<0.001) days. All quantifications are from *n*=4 mice/genotype and done with three technical replicates. Statistical analysis by unpaired two-tailed Student's *t*-test.

### Comparative RNA sequencing (RNAseq) identifies emerging pathway abnormalities

To identify molecular pathways altered in *Mtm1* KO mice that associate with their defined phenotypes, we performed bulk RNAseq on TA at P1, P14, P21 and P35 (Fig. 7). 

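The RNAseq data comprised 32 libraries of RNA from the tibialis anterior (TA) muscle, 1 per mouse, from n=4 WT and n=4 KO mice at each of the 4 ages. The paper's methods list the ages 14, 21 and 35 days, and its results and the sample labels add P1. According to these methods, strand-specific libraries were sequenced as paired ends to 62000000 to 67000000 reads per sample, and the authors aligned the reads to the GRCm38/mm10 mouse genome with the aligner STAR. The deposited table holds an expected count for each gene and library. Such counts are estimated with the program RSEM, which shares out reads that align to several genes, so that 4.26% of the values were not whole numbers. Of the 54838 genes in the table, 22379 had a count of 0 in every library. Counts summed over all genes ranged from 60690521 to 70208933 per WT library (median 63486772) and from 58473134 to 85631408 per KO library (median 68726940) at P1. For P14 the totals were 58004300 to 69358320 in WT (median 60335488) and 58942499 to 68663050 in KO (median 63316084). P21 libraries held 49321035 to 55841583 counts in WT (median 52914934) and 49889311 to 54034270 in KO (median 51521334). The range at P35 was 55211186 to 59697932 in WT (median 56645870) and 58423499 to 65108067 in KO (median 62821670). All values given for the RNAseq data use these totals and not the depth stated in the methods. Expected counts were rounded to whole numbers, genes with too few counts for a test were removed with the filterByExpr function of edgeR, and 18100 genes were tested at P1, 15728 at P14, 15179 at P21 and 15595 at P35. Library sizes were scaled with edgeR's TMM method, and expression is given as CPM, which relates each count to the scaled library size, as mean ± SD with n=4 mice. KO and WT were compared within each age with edgeR's two-sided quasi-likelihood (QL) test and Benjamini-Hochberg adjustment. DEGs were genes with an adjusted *P*-value under 0.01 and an absolute log2 fold change over 0.585, the thresholds of Fig. 7. Mitochondrially encoded genes took 15.6% of the counts in WT and 10.4% in KO at P35. With library totals in place of TMM, a setting chosen after seeing the data, the median log2 fold change of all genes moved to 0.04 at P1, 0.09 at P14, 0.20 at P21 and 0.44 at P35. The mice of a given replicate number are different animals in the 2 genotypes. Across genes, the deviations of same-numbered WT and KO libraries from their group means correlated with a mean *r* of -0.14 at P1 and 0.33 at P14, and within ±0.1 at the later ages.
The targeted gene *Mtm1* (ENSMUSG00000031337) lies on the X chromosome of GRCm38 from 71210767 to 71315691, and the exon that the KO allele lacks, exon 4 of the 14 exons of its transcript, spans 71234852 to 71234946. The counts are per gene, so reads from the other exons are included. At P1, *Mtm1* was at 8.23, 8.24, 9.18 and 8.02 CPM in the 4 WT libraries and 3.60, 3.68, 3.77 and 6.04 CPM in the 4 KO libraries. Every KO library was below every WT library, and the log2 fold change was -0.98 (SE 0.172), with an adjusted *P*=0.0669 in edgeR's QL test. The adjusted *P*-value moved most with DESeq2's Wald test, which gave a log2 fold change of -0.99 and an adjusted *P*=2.17e-05. With the replicate number as a block in edgeR's QL test, the log2 fold change was -1.01 (adjusted *P*=0.272). The 4 WT libraries of P14 had 18.6, 17.5, 18.6 and 19.8 CPM and the 4 KO libraries 3.53, 4.08, 3.70 and 3.41 CPM, a log2 fold change of -2.34 (SE 0.0776, adjusted *P*=5.27e-06) in edgeR's QL test and of -2.33 (adjusted *P*=1.57e-07) with the replicate block. P21 libraries had 17.9, 18.0, 16.0 and 17.1 CPM in WT and 3.06, 2.24, 2.42 and 2.84 CPM in KO, a log2 fold change of -2.71 (SE 0.111, adjusted *P*=8.13e-06) in edgeR's QL test. By P35 the values were 18.4, 17.6, 21.3 and 18.2 CPM in WT and 3.23, 3.45, 2.88 and 3.27 CPM in KO, with a log2 fold change of -2.56 (SE 0.0992, adjusted *P*=1.83e-06) in edgeR's QL test. With each library left out in turn, the log2 fold change was -1.19 to -0.90 at P1, -2.39 to -2.31 at P14, -2.79 to -2.64 at P21 and -2.60 to -2.50 at P35. The adjusted *P*-value from edgeR's QL test was under 0.01 in 1 of these 8 fits at P1 and in 8 of 8 at each later age.

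**Figure D1:**
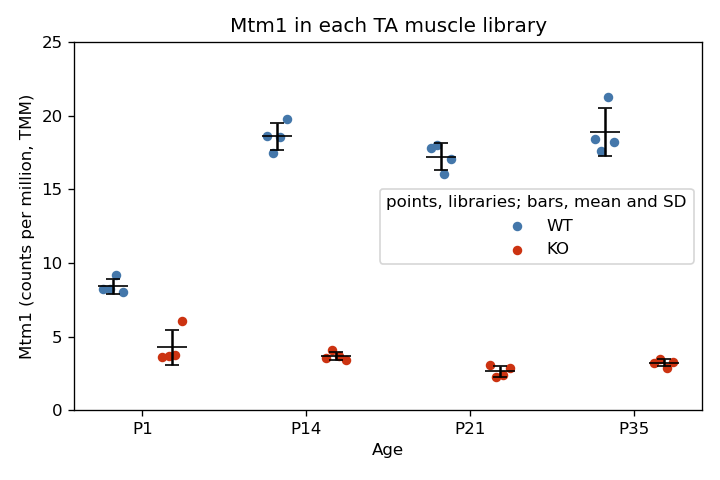
*Mtm1* expression in CPM (vertical axis) in each of the 32 TA libraries by age (horizontal axis), with a point per mouse and bars for the mean and SD of the 4 mice of a genotype. The KO libraries lie below the WT libraries at each age, and the highest KO value is that of P1 replicate 4 at 6.04 CPM.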

Very few transcriptional changes were noted at 1 and 14 days of age, with only 16 differentially expressed genes (DEGs) at P14 (Fig. 7A,B). 

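At P1, 8 of the 18100 genes tested were DEGs, all of them higher in KO, and 1978 genes had an unadjusted *P*-value under 0.05. The 3 genes with the largest changes were *Zbtb16*, with a log2 fold change of 1.77 (SE 0.119, adjusted *P*=0.00174), *Fkbp5* with 1.57 (SE 0.141, adjusted *P*=0.00402) and *Timp4* with 1.49 (SE 0.106, adjusted *P*=0.00174) in edgeR's QL test. The other 5 were *Per1*, *Arrdc2*, *Adh1*, *Mettl21e* and *Klf9*, with log2 fold changes of 0.89 to 1.23 and adjusted *P*-values of 0.00394 to 0.00867 in the same edgeR test. In 1580 genes (8.73%) the WT and KO libraries did not overlap at P1, where 2.86% is the share given by chance for 4 libraries against 4. One other split of the 8 P1 libraries into 4 and 4 gave 417 genes past the same thresholds. The 2 sides of that split did not overlap in any of 12 keratinocyte markers, so it may follow the amount of skin in the tissue. The count at P1 moved most with DESeq2's Wald test, to 93 DEGs (74 higher and 19 lower in KO). With the replicate number as a block, 2 genes were DEGs at P1 (*r*=-0.14 between same-numbered libraries), 1 of them among the 8 without the block.
At P14, 5 genes were DEGs, 4 higher and 1 lower in KO, and 1072 genes had an unadjusted *P*-value under 0.05. The DEG with lower expression was *Mtm1*. *Cilp* rose from 94.2 ± 18.8 CPM in WT to 357 ± 83.2 CPM in KO, a log2 fold change of 1.92 (SE 0.189, adjusted *P*=0.00935) in edgeR's QL test. *Htra4* had a log2 fold change of 1.86 (SE 0.168, adjusted *P*=0.00568), *Myl4* of 0.96 (SE 0.0820, adjusted *P*=0.00460) and *Mustn1* of 0.69 (SE 0.0491, adjusted *P*=0.00196) in the same edgeR test. WT and KO libraries did not overlap in 758 genes (4.82%) at P14. With DESeq2's Wald test 53 genes were DEGs at P14 (39 higher and 14 lower), including the 5 above. Same-numbered libraries of P14 deviated together (*r*=0.33), and with the replicate number as a block 98 genes were DEGs (67 higher and 31 lower), again including these 5. With each of the 8 libraries left out in turn, 0 to 15 DEGs were found at P1 and 1 to 4 at P14.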

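At P21, 709 of 15179 genes tested between 4 WT and 4 KO libraries were DEGs, 482 of them higher and 227 lower in KO, and 5329 genes had an unadjusted *P*-value under 0.05. In 3854 genes (25.4%) the WT and KO libraries did not overlap, among them all 709 DEGs. With each library left out in turn, 417 to 626 genes were DEGs. Scaling by library totals, chosen after seeing the data, moved the count to 1157 and the share of DEGs that were higher in KO from 68% to 90.9%. Among DEGs whose WT and KO libraries did not overlap, the 3 with the largest increases were *Gm3776*, *Fosl1* and *Krt8*. *Fosl1* had at most 1 count per WT library, and its expression in KO of 1.27 ± 0.124 CPM was at least 20.9-fold higher, as computed against a floor of 3 counts (adjusted *P*=3.55e-05, edgeR's QL test). *Krt8* had a log2 fold change of 6.77 (SE 0.648, adjusted *P*=3.43e-04) in edgeR's QL test. *Gm3776*, with 0 counts in the WT libraries and 14 to 51 counts in the KO libraries, was at least 9.28-fold higher (adjusted *P*=0.00398, edgeR's QL test), but it is one of a family of similar glutathione S-transferase genes between which reads can be split, so its value is uncertain. The 3 largest decreases were all on chromosome 2. Expression of *Actc1*, at 114047282 to 114053548, fell from 4256 ± 2379 CPM in WT to 416 ± 106 CPM in KO, a log2 fold change of -3.35 (SE 0.386, adjusted *P*=8.13e-04) in edgeR's QL test. *C130080G10Rik*, at 114054335 to 114064868, had a log2 fold change of -5.82 (SE 0.701, adjusted *P*=9.58e-04), and *A530058N18Rik*, at 114013563 to 114068324, of -4.23 (SE 0.766, adjusted *P*=0.00547) in the same edgeR test. *A530058N18Rik* overlaps both of the other genes, and *Actc1* lies on the opposite strand. Whether the counting used the strand is not stated, so the values of *C130080G10Rik* and *A530058N18Rik* are uncertain. These 2 genes had at most 118 and 5.72 CPM in any library of P21. *Actc1* had at least 2164 CPM in each WT library and at most 479 CPM in each KO library. These levels argue against reads shared with the 2 genes as the source of the fall of *Actc1*.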

By 21 days, however, there were widespread alterations in gene expression, with more than 800 DEGs. By 35 days of age, >2500 DEGs were identified, with numerous cellular pathways disturbed compared to WT. 

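At P35, 2496 of the 15595 genes tested were DEGs, 1324 higher and 1172 lower in KO, and 7848 genes had an unadjusted *P*-value under 0.05. WT and KO libraries did not overlap in 6176 genes (39.6%), including 2470 of the DEGs. With each library left out in turn, 1937 to 2450 genes were DEGs. Scaling by library totals (chosen after seeing the data) gave 4676 DEGs at this age and raised the share that were higher in KO from 53% to 93.0%. The largest increases among DEGs whose groups did not overlap were those of *Sprr1a*, *Krt8* and *Gm3776*, each with at most 2 counts in any WT library. Against a floor of 3 counts, *Krt8* was at least 164.5-fold higher in KO, at 8.94 ± 5.73 CPM (adjusted *P*=1.98e-04, edgeR's QL test). *Sprr1a* was at least 42.1-fold higher, at 2.29 ± 1.26 CPM (adjusted *P*=6.66e-04, edgeR's QL test), and *Gm3776*, whose reads can be split with similar genes, at least 23.1-fold (adjusted *P*=3.60e-04, edgeR's QL test). *B230312C02Rik* fell from 59.7 ± 25.9 CPM in WT to 1.61 ± 0.431 CPM in KO, a log2 fold change of -5.21 (SE 0.426, adjusted *P*=7.17e-05) in edgeR's QL test. *Slc15a5* had a log2 fold change of -5.15 (SE 0.550, adjusted *P*=1.92e-04), and *C130080G10Rik*, which overlaps another gene, of -5.63 (SE 0.602, adjusted *P*=1.93e-04) in the same edgeR test.
The difference between ages was tested itself, with all 32 libraries in 1 model. The KO effect differed between P35 and P21 in 86 genes (adjusted *P*-value under 0.01, edgeR's QL test of the interaction), 28 of them with a higher and 58 with a lower fold change at P35. Between P21 and P14 it differed in 79 genes by the same edgeR test, 70 with a higher and 9 with a lower fold change at P21. Of 50 regroupings of the libraries within each age, the real one included, 11 gave as many genes for P35 against P21 and 10 for P21 against P14. Nearly all of these exchanged libraries only at the earlier age, so that they hold the KO effect of the later age itself and do not test the difference between ages. With only the 16 libraries of the 2 ages in the model, 9 genes were found for P35 against P21 and 92 for P21 against P14. The count of 86 thus depends on the libraries of the other ages. Leaving out each library in turn gave 37 to 116 genes for P35 against P21 and 30 to 100 for P21 against P14.

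**Figure D2:**
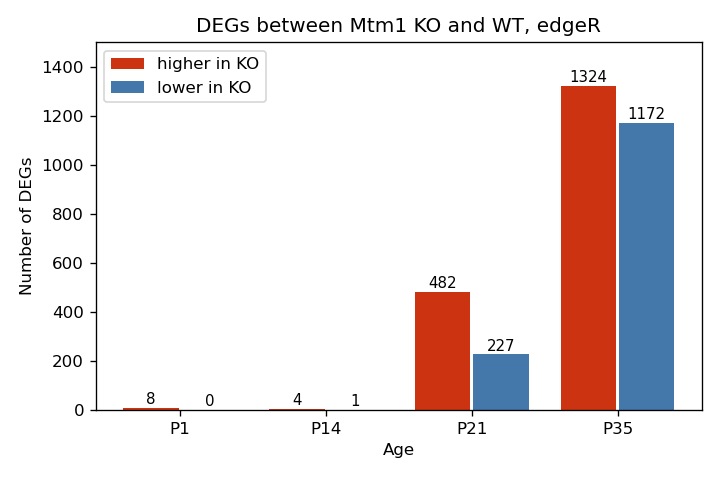
Number of DEGs (vertical axis) at each age (horizontal axis), with bars for genes higher and lower in KO, from edgeR's QL test on 4 WT and 4 KO libraries per age. The bars rise from 8 genes at P1 and 5 at P14 to 709 at P21 and 2496 at P35. At P35, 1324 DEGs were higher and 1172 lower in KO.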

Principal component analysis showed that the difference between genotypes increased with age (Fig. 7D). Furthermore, by principal component analysis, the transcriptomes of 35-day-old KO muscle segregated with those of 21-day-old KO muscle, suggesting shared features between these two aberrant profiles.

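Principal components were computed from log2 CPM of 18583 genes in all 32 libraries, with a prior count of 2 and each gene centred. PC1 held 71.8% of the variance and separated P1 (means of 1.34 in KO and 1.26 in WT) from the later ages (-0.61 to -0.29). PC2 held 7.01% and PC3 4.73%. The difference between genotypes was measured over all 18583 genes as the distance between the WT and KO means, divided by the square root of the number of genes, which puts it on a log2 scale per gene. By an exact permutation test, one-sided for a larger distance, this distance was 0.28 at P1 (*P*=0.114) and 0.27 at P14 (*P*=0.4), against 0.51 at P21 (*P*=0.0286) and 0.74 at P35 (*P*=0.0286). The test covered the 70 ways to assign 4 of 8 libraries to a genotype, for which 0.0286 is the smallest value possible. Among all 70 assignments, other groupings thus gave distances as large at P1 and P14. This test does not use the replicate number. When genotypes were exchanged only within same-numbered pairs, an exact permutation test chosen after seeing the data, the P14 distance was the largest of 8 assignments (*P*=0.125, the smallest value these allow; *r*=0.33 between same-numbered libraries), as were those at P21 and P35, and at P1 the test gave *P*=0.25 (*r*=-0.14). With each library left out in turn, the distance ranged from 0.25 to 0.33 at P1, 0.28 to 0.32 at P14, 0.50 to 0.53 at P21 and 0.73 to 0.76 at P35. In ratio it moved most on the PC2 and PC3 of a calculation with genes as observations, a scale of its own, where it was 0.0422, 0.0275, 0.18 and 0.24 at the 4 ages in turn. With the 500 most variable genes it was 0.56, 0.54, 1.03 and 1.53. The increase from one age to the next was not tested itself.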

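Over the same 18583 genes, the 4 KO libraries of P35 were at a mean distance of 0.72 ± 0.04 (SD, n=4) from the KO libraries of P21. Their mean distance was 0.90 to the WT libraries of P35, 0.94 to the WT libraries of P21 and 0.59 to each other. Each of the 4 was nearer to the KO libraries of P21 than to either group of WT libraries. With each library of these groups left out in turn, the distance to the KO libraries of P21 was 0.70 to 0.73. On the axes of Fig. 7E, which correspond to the PC2 and PC3 of a calculation with genes as observations (3.56% and 0.449% of the variance), the distances were 0.24 to the KO libraries of P21 and 0.24 to the WT libraries of P35. On these axes 2 of the 4 libraries were nearest to the KO libraries of P21. From the position of the P35 and P21 KO libraries in the principal component analysis, the paper proposes that these profiles share features.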

**Fig. 7.**
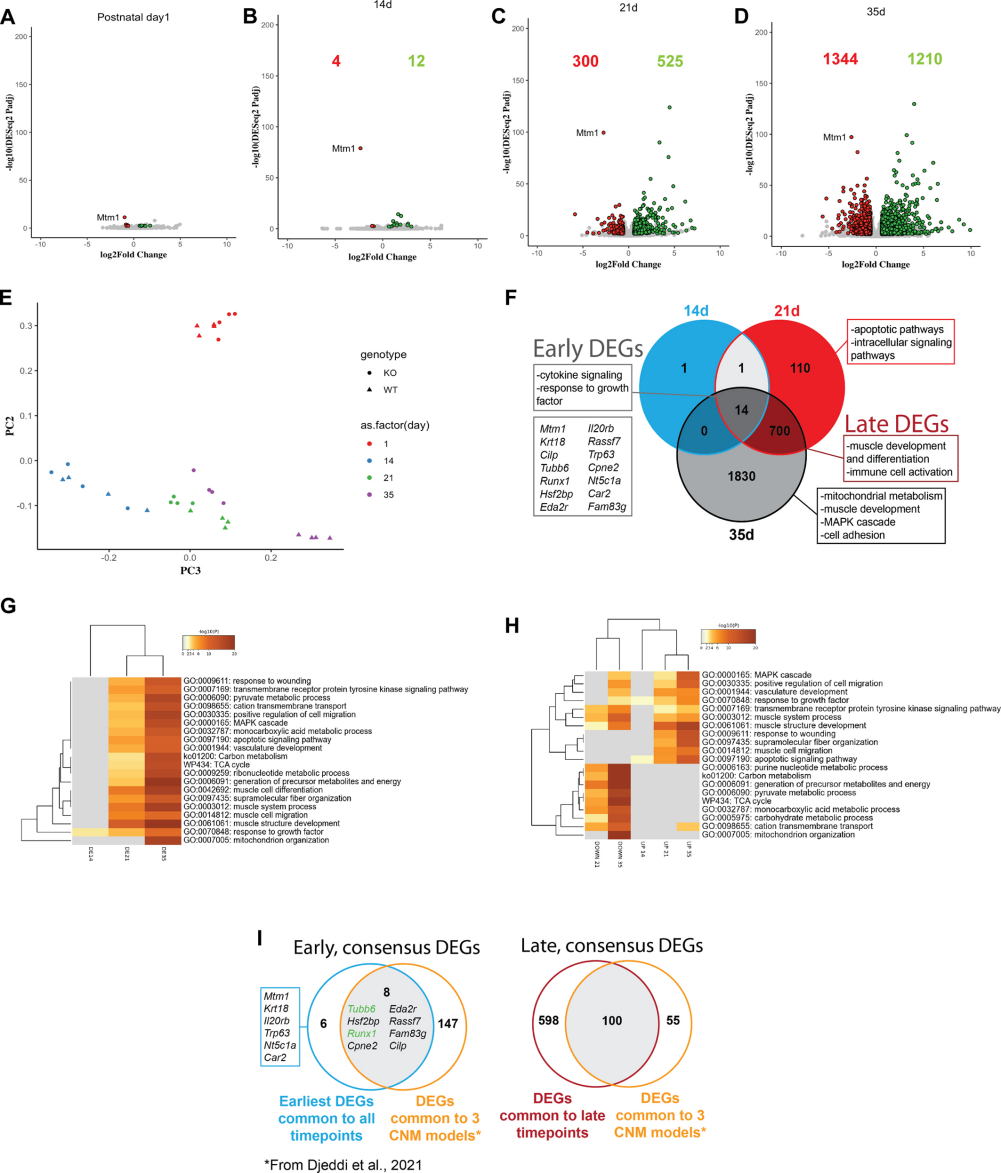
**Longitudinal transcription analysis of *Mtm1* knockout mice.** (A-D) Volcano plots highlighting differentially expressed genes (DEGs) between WT and *Mtm1* KO mice from TA muscle at 1 day (A), 14 days (B), 21 days (C) and 35 days (D) (adjusted *P*-value<0.01, log2FC>0.585). Statistical analysis by unpaired two-tailed Student's *t*-test. (E) Principal component analysis plot of all time points, indicating that gene expression is similar between WT and KO mice at the earliest stage tested but diverges starkly from 21 days onward. Note clustering of 21-day-old and 35-day-old KO mice, indicating shared transcriptional changes. (F) Venn diagram depicting common and unique DEGs at each time point. Boxes highlight major gene ontology (GO) enrichment terms with the associated DEG list. (G,H) Heat map visualization of GO terms enriched at each time point considering all DEGs in each time point (G) and by upregulated or downregulated status (H). (I) Venn diagram highlighting shared DEGs between our dataset and those identified as being in common in three centronuclear myopathy mouse models (including the *Mtm1* KO mice on a different background, 129S2PAS) by Djeddi et al. (2021).

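Across P14, P21 and P35, 4 genes were DEGs with the same direction at all 3 ages: *Mtm1*, which was lower in KO, and *Cilp*, *Mustn1* and *Myl4*, which were higher. Another 565 genes were DEGs at P21 and P35 but not P14, so that 569 were shared by these ages with the same direction (393 higher and 176 lower). DEGs of 1 age only numbered 1 at P14 (*Htra4*), 140 at P21 and 1927 at P35. The number shared by all 3 ages moved most with the replicate number as a block, to 51 (39 higher and 12 lower) (*r*=0.33 between same-numbered libraries at P14). With DESeq2's Wald test, 40 genes were shared by all 3 ages, 790 by P21 and P35 only, and 9 were found at P14 only. Being a DEG at one age and not another is not a test of the difference between ages.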

We considered which pathways were affected at each stage (beginning with P14) by performing gene ontology (GO) term enrichment (Fig. 7F-H). The few DEGs at 14 days were associated primarily with apoptotic pathways and growth factor signaling. 

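GO term enrichment with Metascape was not repeated, and 10 gene lists written before the data were examined stand in for the terms. Each list was compared with all other genes by the camera test of limma, two-sided, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 10 lists at 4 ages. Camera tests a shift of a whole list in a common direction, whereas the paper counted terms among its DEGs. A list whose genes move both ways can thus be missed by camera. At P14 the apoptotic signaling list, with 37 genes tested, had a mean log2 fold change of 0.20, and 25 of the genes were higher in KO (adjusted *P*=7.36e-07, limma's camera). With the replicate number as a block (*r*=0.33 between same-numbered libraries) the mean was also 0.20 (adjusted *P*=2.48e-08, limma's camera), and 3 of the genes were DEGs, against 0 without the block. The alternative that moved the result most was an inter-gene correlation estimated from the data, with an adjusted *P*=0.0532 by limma's camera. None of the 10 lists passed an adjusted *P*-value of 0.05 at P14 under that alternative. Without it 5 lists passed at P14, but 25 of the 35 splits of the 8 libraries into 4 and 4 gave as many. The apoptotic genes with the smallest adjusted *P*-values were *Eda2r*, with a log2 fold change of 1.62 (SE 0.173, adjusted *P*=0.0119), *Bbc3* with 0.48 (SE 0.116, adjusted *P*=0.305) and *Birc3* with 0.37 (SE 0.0958, adjusted *P*=0.383) in edgeR's QL test. *Eda2r* and *Trp63*, both in the apoptotic list, are among the genes that Fig. 7F names for P14. The list is therefore not independent of the paper's own calls on these libraries. The mitogen-activated protein kinase (MAPK) cascade list, a stand-in for growth factor signaling and not the paper's term, had 70 genes, 35 of them higher in KO. Its mean log2 fold change was 0.01, with an adjusted *P*=0.936 by limma's camera. With the replicate block the mean was 0.01 (adjusted *P*=0.675, limma's camera). Its genes with the smallest adjusted *P*-values were *Dusp2* with a log2 fold change of 0.89 (SE 0.170, adjusted *P*=0.146), *Rps6ka2* with -0.37 (SE 0.0870, adjusted *P*=0.277) and *Map3k14* with 0.40 (SE 0.118, adjusted *P*=0.518) in edgeR's QL test.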

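At P21 the lists of mitochondrial genes were lower in KO. The TCA cycle list had a mean log2 fold change of -0.42, with 0 of 23 genes higher (adjusted *P*=7.29e-17, limma's camera). The list of 13 mitochondrially encoded subunits had a mean of -0.56, with 0 genes higher (adjusted *P*=4.82e-15, limma's camera), and the nuclear subunits of oxidative phosphorylation (OXPHOS) a mean of -0.24, with 4 of 77 genes higher (adjusted *P*=2.92e-14, limma's camera). With library totals in place of TMM, which moved the median of all genes by 0.20, the means were -0.23, -0.38 and -0.06. As single genes, 4 of the TCA cycle list, 3 of the mitochondrially encoded list and 1 of the nuclear OXPHOS list were DEGs, all lower in KO. The inflammation and wound response list had a mean log2 fold change of 0.72, with 32 of 35 genes higher and 11 DEGs (adjusted *P*=1.05e-11, limma's camera). Its genes with the smallest adjusted *P*-values were *Timp1*, with a log2 fold change of 3.01 (SE 0.321, adjusted *P*=5.85e-04), *Tlr4* with 1.06 (SE 0.139, adjusted *P*=0.00135) and *Lgals3* with 2.16 (SE 0.314, adjusted *P*=0.00206) in edgeR's QL test. For the apoptotic signaling list the mean was 0.51, with 25 of 37 genes higher and 8 DEGs (adjusted *P*=4.96e-07, limma's camera). *Eda2r* had the smallest adjusted *P*-value among these, with a log2 fold change of 4.51 (SE 0.219, adjusted *P*=2.06e-05), followed by *Cdkn1a* with 3.38 (SE 0.190, adjusted *P*=3.11e-05) and *Trp63* with 2.27 (SE 0.151, adjusted *P*=5.64e-05) in edgeR's QL test. In the MAPK cascade list 33 of 72 genes were higher, with a mean of 0.03 (adjusted *P*=0.962, limma's camera), while 6 of its genes were DEGs with higher and 2 with lower expression. Among them *Dusp4* had a log2 fold change of 1.81 (SE 0.190, adjusted *P*=5.52e-04), *Dusp5* of 1.45 (SE 0.144, adjusted *P*=3.97e-04) and *Rps6ka2* of -0.65 (SE 0.0627, adjusted *P*=3.51e-04) in edgeR's QL test. With the inter-gene correlation estimated from the data, no list passed an adjusted *P*-value of 0.05 at P21 (limma's camera, adjusted *P*=0.149 for the TCA cycle, *P*=0.120 for inflammation and *P*=0.0532 for apoptotic signaling). Of the 35 splits of the 8 P21 libraries, 5 gave as many lists past that threshold as the 8 found.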

By 21 days, many dysregulated pathways emerged, including downregulation of mitochondrial metabolism genes and elevated expression of inflammatory pathways (wound response and apoptotic signaling), and dysregulation of intracellular signaling pathways. Finally, at the end stage, we found alterations in MAPK pathway genes and further dysregulation of mitochondrial pathways.

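At P35 the MAPK cascade list had a mean log2 fold change of -0.04, with 27 of 72 genes higher in KO, and an adjusted *P*=0.0563 by limma's camera, while 7 of its genes were DEGs with higher and 10 with lower expression. The mean was 0.36 under library totals, where the direction relative to all genes was still lower. *Rps6ka2* had a log2 fold change of -1.17 (SE 0.119, adjusted *P*=1.53e-04), *Map2k6* of -1.82 (SE 0.201, adjusted *P*=2.16e-04) and *Dusp5* of 2.69 (SE 0.315, adjusted *P*=2.78e-04) in edgeR's QL test. The TCA cycle list had a mean of -0.69, with 1 of 23 genes higher and 19 DEGs, all lower (adjusted *P*=3.54e-15, limma's camera). The mitochondrially encoded subunits had a mean of -0.97, with 0 of 13 genes higher and 9 DEGs (adjusted *P*=5.96e-11, limma's camera). For the nuclear OXPHOS subunits the mean was -0.43, with 3 of 77 genes higher and 20 DEGs, all lower (adjusted *P*=1.24e-13, limma's camera). Under library totals, which moved the median of all genes by 0.44, these 3 means were -0.29, -0.57 and -0.03. Among the TCA cycle genes *Idh3a* had a log2 fold change of -1.12 (SE 0.109, adjusted *P*=1.35e-04), *Suclg1* of -0.92 (SE 0.0965, adjusted *P*=1.78e-04) and *Dld* of -0.85 (SE 0.0893, adjusted *P*=1.79e-04), and among the OXPHOS genes *Ndufs1* had -0.88 (SE 0.0903, adjusted *P*=1.66e-04) and *Uqcrc1* -0.99 (SE 0.115, adjusted *P*=2.72e-04) in edgeR's QL test. With the inter-gene correlation estimated from the data, the adjusted *P*-value by limma's camera was 0.149 for the MAPK cascade, 0.149 for the TCA cycle and 0.521 for the OXPHOS subunits. The 8 lists past an adjusted *P*-value of 0.05 at P35 were matched in number by 6 of the 35 splits of these libraries. Whether a list changed more at P35 than at P21 was not tested.

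**Figure D3:**
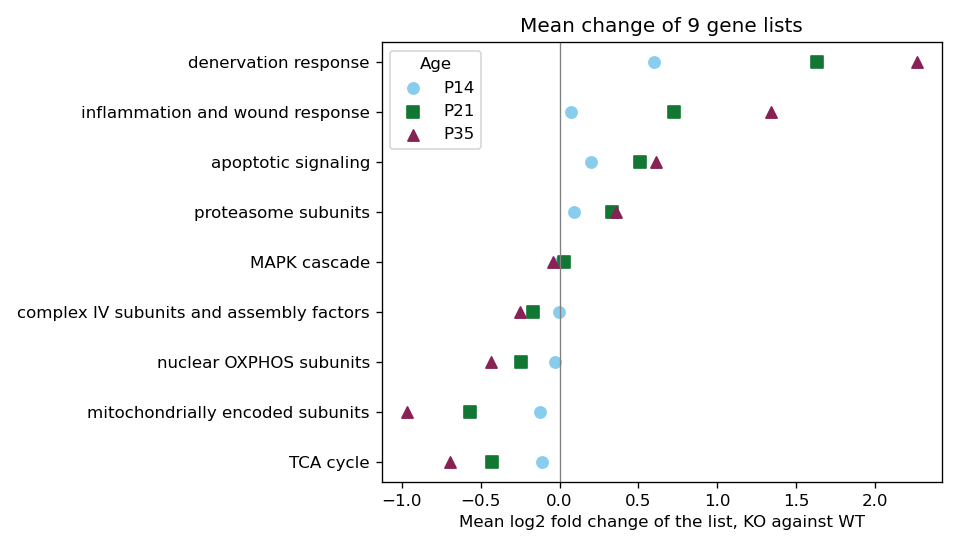
Mean log2 fold change, KO against WT (horizontal axis), of the genes of 9 of the 10 lists (vertical axis) at P14, P21 and P35. At P21 and P35 the means of the mitochondrial lists lie below 0 and those of the inflammation list above 0; with library totals in place of TMM the complex IV mean lies above 0, at 0.02 and 0.15.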

Lastly, we compared specific DEGs found with those described in a recent transcriptomic study that examined three centronuclear myopathy models, including *Mtm1* KO mice (Fig. 7I) (Djeddi et al., 2021). This comparison revealed eight consensus DEGs changed early in the disease process. 

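The 8 genes shared with the other centronuclear myopathy models (Fig. 7I) are *Tubb6*, *Hsf2bp*, *Runx1*, *Cpne2*, *Eda2r*, *Rassf7*, *Fam83g* and *Cilp*. They belong to the 14 genes that Fig. 7F names for all 3 ages from P14. All 8 were higher in KO at P14, P21 and P35, and they were DEGs in 8 of 8 cases at P21 and at P35. At P14, 1 of the 8 (*Cilp*) was a DEG with edgeR's QL test, and 2 of the 14. The others at P14 had log2 fold changes of 1.05 to 2.59, with adjusted *P*-values of 0.0119 (*Cpne2*) to 0.335 (*Fam83g*) from edgeR's QL test. Adjusted over the 14 genes alone, 14 passed 0.01 at P14, but these genes were the paper's own calls on the same libraries, so this shows no stability. With DESeq2's Wald test 8 of the 8 were DEGs at P14, and 13 of the 14. The replicate number as a block gave 8 of 8 and 14 of 14 at P14 (*r*=0.33 between same-numbered libraries). At P21 the log2 fold changes in edgeR's QL test were 4.39 (SE 0.310, adjusted *P*=7.19e-05) for *Cilp*, 3.40 (SE 0.199, adjusted *P*=3.11e-05) for *Cpne2*, 4.00 (SE 0.217, adjusted *P*=3.01e-05) for *Hsf2bp*, 3.77 (SE 0.259, adjusted *P*=6.62e-05) for *Fam83g* and 2.17 (SE 0.287, adjusted *P*=0.00141) for *Rassf7*. At P35 these 5 genes had log2 fold changes of 3.84 (*Fam83g*) to 4.35 (*Rassf7*). At P1, 0 of the 8 were DEGs, and *Fam83g* was lowest among the KO libraries in replicate 3, in which 12 of 12 keratinocyte markers were also lowest among them.

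**Figure D4:**
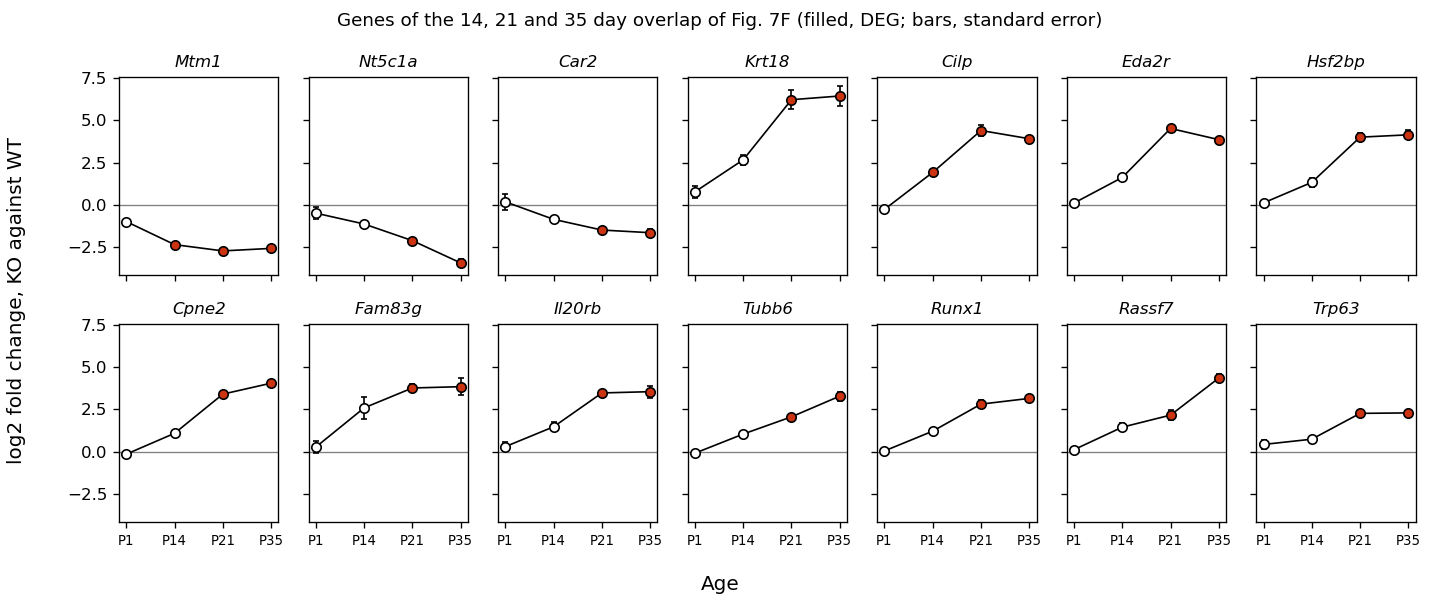
Log2 fold change, KO against WT (vertical axis), of the 14 genes named in Fig. 7F at each age (horizontal axis), with 1 panel per gene, filled points where the gene was a DEG and error bars of 1 SE from edgeR's QL fits on 4 WT and 4 KO libraries. At P14, P21 and P35, 11 of the 14 genes lie above 0.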

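*Runx1* (ENSMUSG00000022952) lies on chromosome 16 of GRCm38 from 92601466 to 92826149. At P1 its expression was 17.4, 12.4, 11.8 and 15.1 CPM in the 4 WT libraries and 16.7, 14.6, 13.1 and 14.4 CPM in the 4 KO libraries. The groups overlapped, and the log2 fold change was 0.05 (SE 0.133, adjusted *P*=0.892) in edgeR's QL test. At P14 the WT libraries had 4.16, 4.42, 4.02 and 2.50 CPM and the KO libraries 9.13, 7.87, 10.8 and 7.50 CPM. Every KO library was above every WT library, with a log2 fold change of 1.22 (SE 0.189, adjusted *P*=0.0822) in edgeR's QL test. The adjusted *P*-value at P14 moved most with DESeq2's Wald test, to 7.98e-07. It was 3.96e-04 in edgeR's QL test with the replicate number as a block (*r*=0.33 between same-numbered libraries). With each library left out in turn the log2 fold change at P14 stayed between 1.07 and 1.30, with adjusted *P*-values of 0.0585 to 0.291 from edgeR's QL test. At P21 the values were 1.71, 3.16, 2.22 and 3.10 CPM in WT and 23.8, 19.3, 15.4 and 13.4 CPM in KO, a log2 fold change of 2.82 (SE 0.237, adjusted *P*=1.74e-04) in edgeR's QL test. The P35 values were 2.29, 3.21, 2.03 and 3.13 CPM in WT and 15.9, 23.4, 30.3 and 25.3 CPM in KO, a log2 fold change of 3.15 (SE 0.224, adjusted *P*=4.27e-05) in edgeR's QL test. The KO effect was larger at P21 than at P14, by 1.58 on the log2 scale (SE 0.308, adjusted *P*=0.00627, edgeR's QL test of the interaction).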

For example, the transcriptional factor *Runx1* is upregulated at the earliest time point investigated, prior to observable muscle weakness. Additionally, *Tubb6*, which is a major component of the microtubule (Randazzo et al., 2019), was upregulated in all datasets, and at all time points in our study.

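*Tubb6* (ENSMUSG00000001473) lies on chromosome 18 of GRCm38 from 67390717 to 67402749. At P1 it was at 187, 206, 187 and 192 CPM in the 4 WT libraries and 207, 188, 194 and 142 CPM in the 4 KO libraries, with a log2 fold change of -0.08 (SE 0.112, adjusted *P*=0.811) in edgeR's QL test, and the groups overlapped. WT expression fell with age, to 35.2 ± 10.6 CPM at P14, 26.6 ± 3.49 CPM at P21 and 13.5 ± 3.25 CPM at P35. The 4 KO libraries of P14 had 75.8, 68.8, 79.6 and 67.3 CPM, all above the WT libraries, which reached 45.7 CPM, and the log2 fold change was 1.05 (SE 0.200, adjusted *P*=0.146) in edgeR's QL test. At P14 DESeq2's Wald test gave an adjusted *P*=2.09e-04, and edgeR's QL test with the replicate number as a block (*r*=0.33 between same-numbered libraries) gave an adjusted *P*=0.00206. Leaving out each library in turn gave adjusted *P*-values of 0.0799 to 0.523 at P14 (edgeR's QL test). At P21 the KO libraries had 145, 118, 86.2 and 95.5 CPM, a log2 fold change of 2.07 (SE 0.167, adjusted *P*=1.60e-04) in edgeR's QL test, and at P35 81.1, 118, 174 and 153 CPM, a log2 fold change of 3.29 (SE 0.261, adjusted *P*=6.28e-05). The KO effect was not past an adjusted *P*-value of 0.01 for a difference between P35 and P21 (1.21 on the log2 scale, adjusted *P*=0.0301) or between P21 and P14 (1.00, adjusted *P*=0.0895) in edgeR's QL test of the interaction.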

### Subcellular proteomics identifies changes in the proteosomal network and shows that the majority of changes occur in the organelle and membrane fraction

To corroborate our gene expression findings, and to better understand the subcellular relationship of the molecular changes, we performed proteomics on subcellular fractions of 21-day-old TA. We first confirmed the success of our fractionation methodology (Fig. 8A) by examining the expression of proteins known to localize to different compartments (Fig. 8B). In general, we saw good segregation between the five fractions generated. Notably, the nuclear fraction exhibited the most contamination by sarcomeric/myofibrillar components. We then explored differences between WT and *Mtm1* KO mice (Fig. 8C-H), and found the most significant differences in the membrane/organelle fraction, where >200 proteins were differentially expressed proteins (DEPs). Interrogation of pathways associated with these DEPs identified fiber organization, vesicle transport and focal adhesions as among the most significantly changed (Fig. 8I,J).

**Fig. 8.**
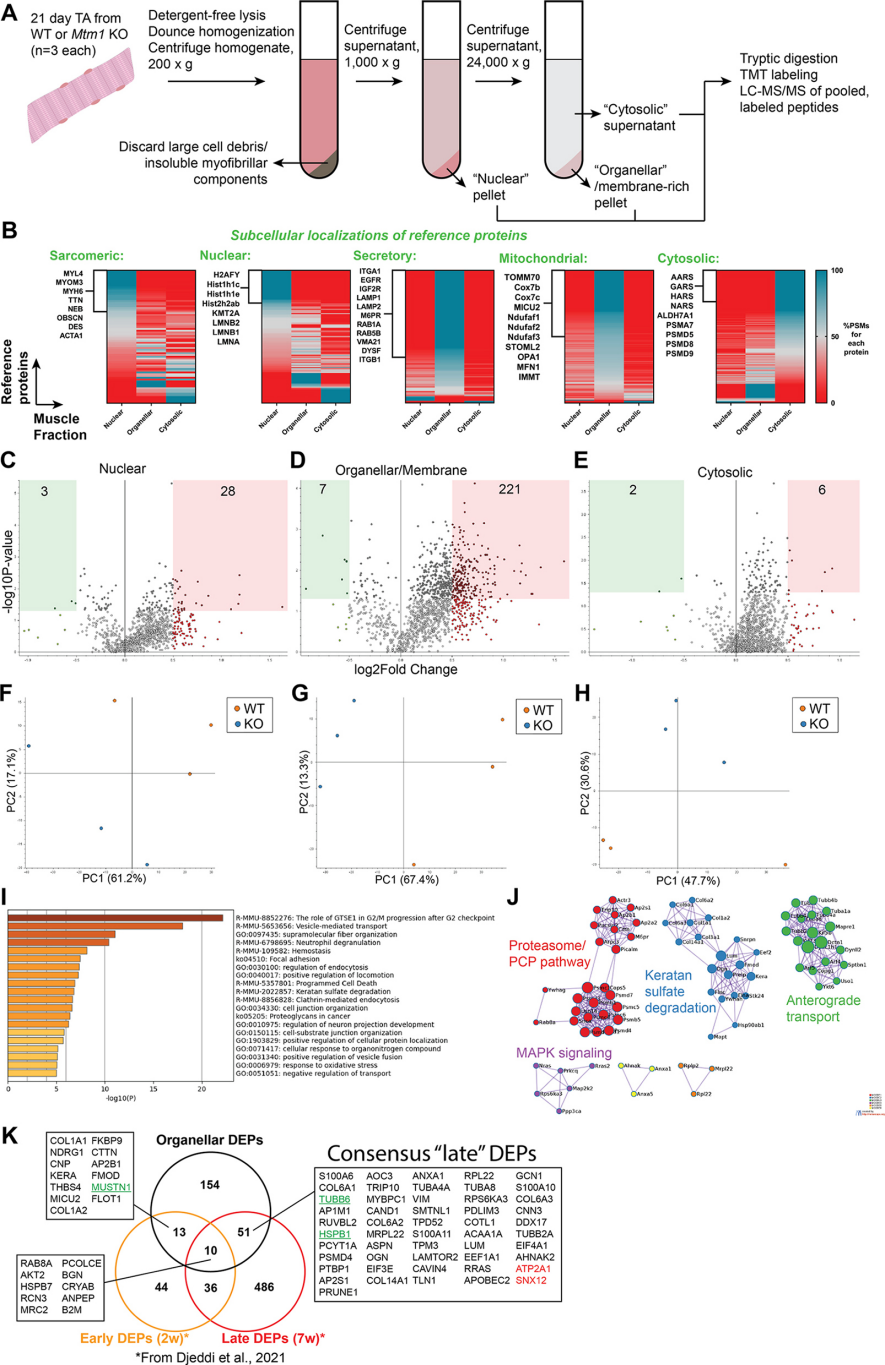
**Subcellular proteomics in *Mtm1* KO mice.** (A) Overview of methods used to perform proteomics on three subcellular fractions from 21-day-old mouse TA muscle. See Materials and Methods section for details. LC-MS/MS, liquid chromatography–tandem mass spectrometry; TMT, tandem mass tag. (B) Heat maps representing the enrichment of proteins in each of the muscle fractions with reference to consensus subcellular location data. Peptide spectrum matches (PSMs) provide an estimate of protein abundance and were used to show what percentage of PSMs for a given protein were identified in each fraction. Data are sorted based on which fraction had the greatest number of 100% PSMs for proteins in the reference set. (C-E) Volcano plots highlighting differentially expressed proteins (DEPs) in the nuclear (C), organellar/membrane (D) and cytosolic fractions (E) (*P*<0.05, log2FC>0.5). Statistical analysis by unpaired two-tailed Student's *t*-test. (F-H) Principal component (PC) analysis plots from each fraction. (I) GO term enrichment analysis of DEPs from the organellar/membrane fraction reveals dysregulation of focal adhesions and vesicle-mediated and endocytic pathways in *Mtm1* KO mice. (J) Protein–protein interaction network visualization of organellar fraction DEPs show aberrant levels of proteasomal proteins and MAPK signaling pathways in *Mtm1* KO mice. (K) Venn diagram highlighting DEPs found in common between the organellar fraction and those identified in a longitudinal study of *Mtm1* KO mice by Djeddi et al. (2021). Proteins in green were also identified as either early or late consensus DEGs. All DEPs shown had the same ‘sign’, i.e., upregulated versus downregulated, except for the two proteins indicated in red. PCP, planar cell polarity.

In subsequent network analyses, we observed changes in the ubiquitin–proteasome system and anterograde transport, among others (Fig. 8). Of note, membrane/organellar fraction were enriched in mitochondrial proteins. 

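Among mitochondrial genes in the RNAseq data of P21, the TCA cycle gene *Pdha1* fell from 1148 ± 63.7 CPM in WT to 757 ± 10.9 CPM in KO (n=4 mice each), a log2 fold change of -0.60 (SE 0.0676, adjusted *P*=7.52e-04) in edgeR's QL test. The other TCA cycle genes with the smallest adjusted *P*-values were *Pdhx*, with a log2 fold change of -0.59 (SE 0.0706, adjusted *P*=9.58e-04), and *Idh3a* with -0.71 (SE 0.0880, adjusted *P*=0.00107) in the same edgeR test. Of the nuclear OXPHOS genes, *Sdha* had a log2 fold change of -0.62 (SE 0.0887, adjusted *P*=0.00193) and was a DEG, while *Ndufs1*, with -0.49 (SE 0.0638, adjusted *P*=0.00124), and *Uqcrc1*, with -0.51 (SE 0.0778, adjusted *P*=0.00257), did not reach the fold change threshold of 0.585 (edgeR's QL test). The mitochondrially encoded *mt-Cytb* had a log2 fold change of -0.57 (SE 0.0984, adjusted *P*=0.00440) in edgeR's QL test, which is also short of that threshold.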

Given that mitochondrial abnormalities were observed at P21 by both histology and RNAseq, we focused on mitochondrial DEPs. We found elevated levels of MICU2, ATP5F1C, PDP1 and MRPL22, and decreased levels of NDUFA3, CYCS and MT-CYB, with the latter being important regulators of the mitochondrial respirometry complexes and suggestive of dysregulation of mitochondrial function (see below). Lastly, we highlight specific proteins that were also differentially expressed in a recent study using bulk proteomics in an *Mtm1* KO mouse model (Djeddi et al., 2021).

### MTM1 interacts with both MTMR10 and MTMR12 as well as several novel proteins

We next sought to identify relevant protein–protein interactions for MTM1 at different time points. To accomplish this, we used CRISPR/Cas9 gene editing to introduce a 6xHis tag in frame with the 3′ end of the mouse *Mtm1* gene. We then performed immunoprecipitation followed by mass spectrometry using anti-His beads (Fig. 9A). We started with muscle (TA) extracts from 35-day-old mice (Fig. 9B). We identified two known interactors, BIN1 and MTMR12, validating the ability of our methodology for finding MTM1-binding partners (Gupta et al., 2013; Royer et al., 2013). We also identified MTMR10, which, like MTMR12, is a phosphatase-dead member of the myotubularin family (Raess et al., 2017). Interestingly, MTMR10 localizes in skeletal muscle primarily in the myonuclei (Fig. 9D,E), suggesting the possibility that some MTM1 may be found outside of the endosome. This is also in line with other novel MTM1-binding partners identified in whole muscle extracts from this study, including reticulon 2 (RTN2) and nuclear receptor subfamily 4 group A member (NR4A3). We also identified IMMT, a mitochondrial membrane protein that is a member of the cristae-organizing system (MICOS) complex, which has been previously identified as an MTM1 interactor in two independent studies in HEK293 cells (https://thebiogrid.org/110630/summary/homo-sapiens/mtm1.html). We performed a similar analysis on muscle (TA) extracts from 21-day-old mice (Fig. 9C). Surprisingly, we found an essentially non-overlapping group of proteins, although several mitochondrial proteins were still identified, as well as multiple associations with regulators of nucleotide metabolism.

**Fig. 9.**
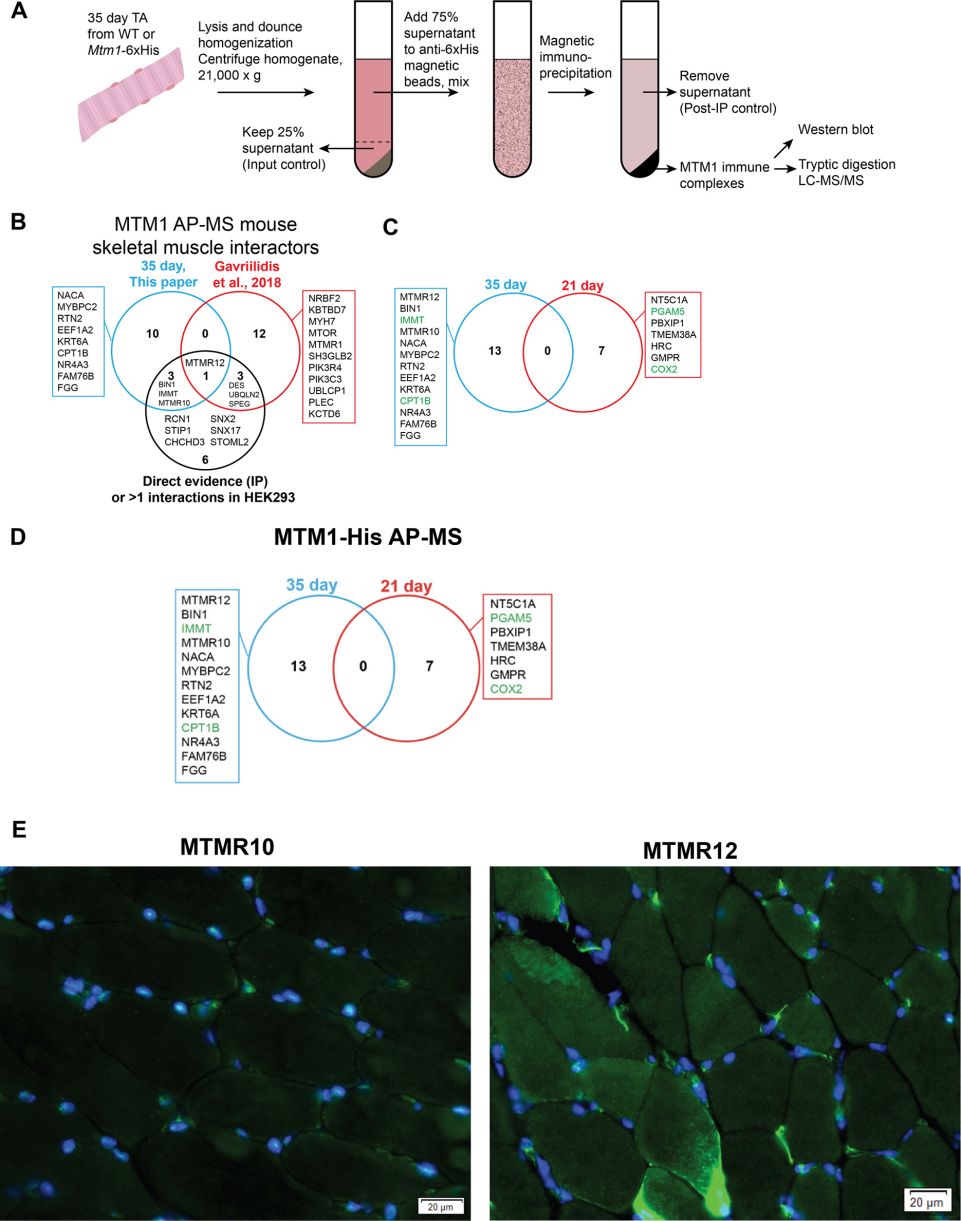
**MTM1 protein interactions in skeletal muscle at 21 and 35 days.** (A) Methodology for identifying putative MTM1 interactors using *Mtm1*-6xHis-tagged mice and immunoprecipitation (IP) followed by mass spectrometry. (B) Interactors identified from skeletal muscle extracts at 35 days, with comparison to interactors identified in previous studies. (C) Interactors from 21-day-old muscle extracts. Note no overlap with the proteins identified at 35 days. (D) Nuclear interactors identified at 35 days, including phosphatase-dead myotubularins MTMR10 and MTMR12. (E) Immunofluorescence images from antibody staining of cryosections from WT TA muscle. MTMR10 localizes primarily to the myonuclei (co-stained with DAPI), whereas MTMR12 is found primarily in the perinuclear compartment. Scale bars: 20 mm.

### Loss of *Mtm1* affects mitochondrial function

Lastly, we aimed to determine whether mitochondrial dysregulation, as observed by our multi-omic datasets, equated to functional defects. We report high variability of mitochondrial DNA (mtDNA) copy number throughout the disease progression (Fig. 10A), with highest mtDNA copy number observed in *Mtm1* KO mice at 35 days. Notably, a positive relationship between mtDNA copy number and mitochondrial disease progression has been previously described (Filograna et al., 2021), likely as a compensatory mechanism. To provide insight into mitochondrial-mediated oxidative phosphorylation, we performed Seahorse analysis on isolated mitochondria from TA of *Mtm1* KO mice at P35 (Fig. 10B,C). This revealed specific defects related to complex IV, with significantly reduced maximal respiration in *Mtm1* KO compared to WT mice. This finding is line with our RNAseq and proteomic datasets, which identified several dysregulated targets related to complex IV activity. 

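In the RNAseq data, the list of complex IV subunits and assembly factors had a mean log2 fold change of -0.25 at P35, with 11 of 36 genes higher in KO and 9 DEGs, all lower (adjusted *P*=4.52e-04, limma's camera). At P21 the mean was -0.17, with 7 of 35 genes higher and 1 DEG (adjusted *P*=2.87e-04, limma's camera). Under library totals, a setting chosen after seeing the data, the sign of the mean flipped, to 0.15 at P35 and 0.02 at P21. Relative to all genes the list was still lower, with adjusted *P*-values by limma's camera of 0.0119 and 0.0100. With the inter-gene correlation estimated from the data, the adjusted *P*-values by limma's camera were 0.630 and 0.657, and the list no longer passed 0.05 at either age. At P35 the genes with the smallest adjusted *P*-values were *Coa7*, with a log2 fold change of -0.99 (SE 0.0784, adjusted *P*=6.28e-05), *Taco1* with -1.04 (SE 0.0866, adjusted *P*=7.39e-05) and *Cox10* with -0.96 (SE 0.0963, adjusted *P*=1.50e-04) in edgeR's QL test. At P21 they were *Taco1* with -0.60 (SE 0.0655, adjusted *P*=6.48e-04), *Cox5a* with -0.44 (SE 0.0691, adjusted *P*=0.00296) and *Cox11* with -0.43 (SE 0.0782, adjusted *P*=0.00543) in edgeR's QL test.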

Together, these findings suggest an important interplay between MTM1, the mitochondria and disease pathogenesis, as supported by the observations of pathologic, molecular and functional changes with loss of *Mtm1*.

**Fig. 10.**
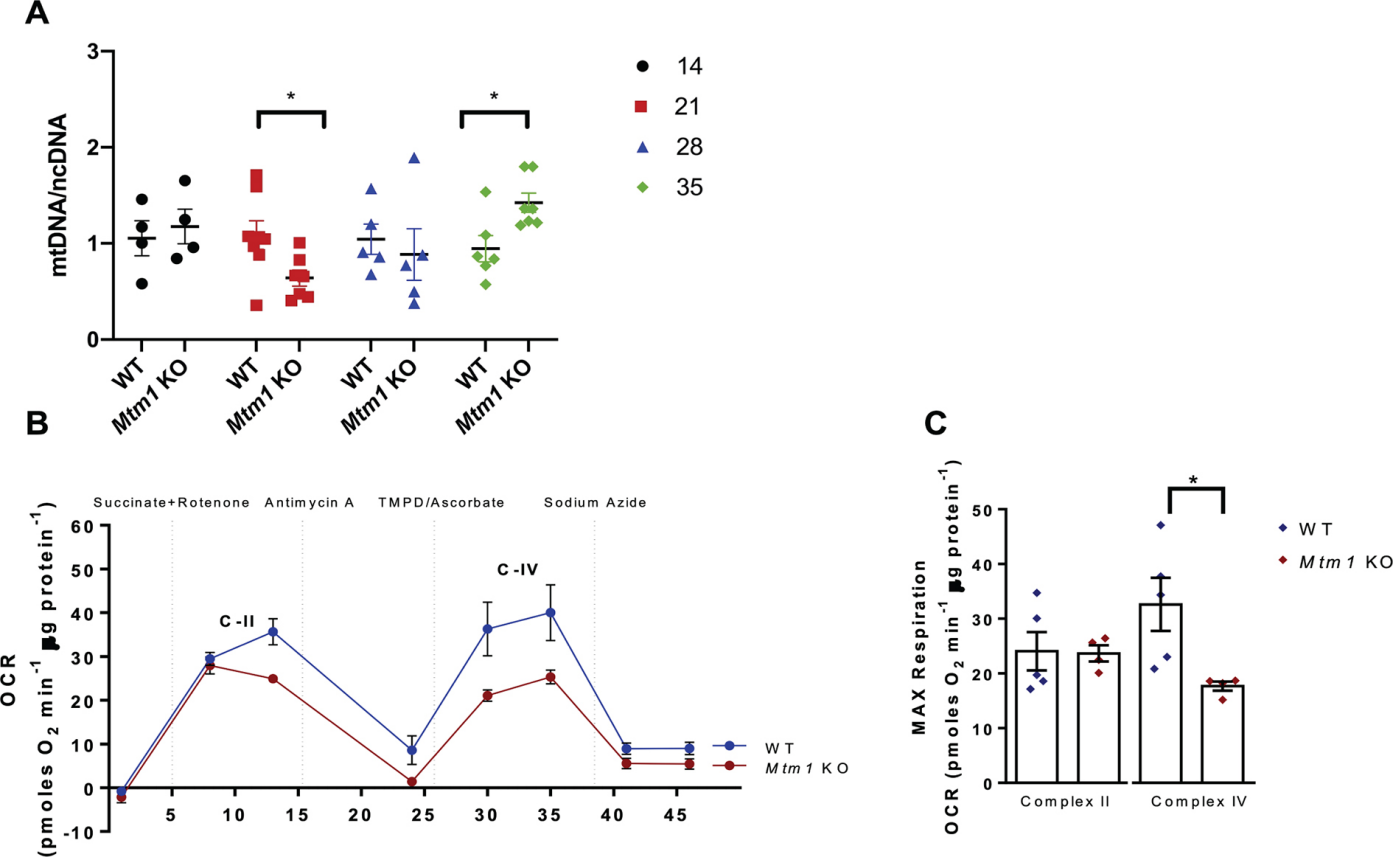
**Abnormal mitochondrial function in *Mtm1* KO mice.** (A) Mitochondrial DNA (mtDNA) to nuclear DNA (ncDNA) by quantitative RT-PCR in WT and *Mtm1* KO mice over time at 14, 21, 28 and 35 days. Values are mean±s.e.m. relative to WT at each time (WT *n*=4-7, KO *n*=4-7). (B,C) Respirometry in frozen muscle (RIFS), using the Seahorse bioanalyzer, done on mitochondria isolated from 35-day-old TA muscle. (B) Representative Seahorse traces of complex II- and IV-dependent respiration of WT and *Mtm1* KO mice. C-II, succinate+rotenone-induced respiration for complex II activity; C-IV, TMPD+ascorbate-induced respiration for complex IV activity. Values are mean±s.e.m. pmol O_2_/min adjusted per μg of protein. OCR, oxygen consumption rate. WT *n*=5; KO, *n*=4; values are provided as the mean±s.e.m. (C) Quantification of maximal respiration of complex II- and IV-dependent respiration (WT *n*=5, KO, *n*=4; values are mean±s.e.m.). Complex II: WT 24.06±5.39, KO 23.66±5.44; complex IV: WT 32.62±7.37, KO 17.69±4.02 (*P<0.05). Each biological replicate represents the average of two technical replicates. Statistical analysis by unpaired two-tailed Student's *t*-test.

## DISCUSSION

In this study, we present the natural history of a mouse model of XLMTM (Fig. 11). We identify molecular and structural changes in the muscle that precede the onset of overt phenotypic abnormalities, showing that the disease process occurs during muscle development and before the animal's present outward signs of weakness and muscle dysfunction. These early changes do not include alteration of triad structure, showing that triad formation occurs normally and suggesting that triad abnormalities are either a secondary consequence or the result of loss of MTM1 function in triad maintenance. These, and other observations, lay the groundwork for future experimentation aimed at uncovering the role of MTM1 in normal muscle development and elucidating the initiating steps in the XLMTM disease process. Finally, our data provide a guide for harmonization and uniformity of future pre-clinical interventional studies.

**Fig. 11.**
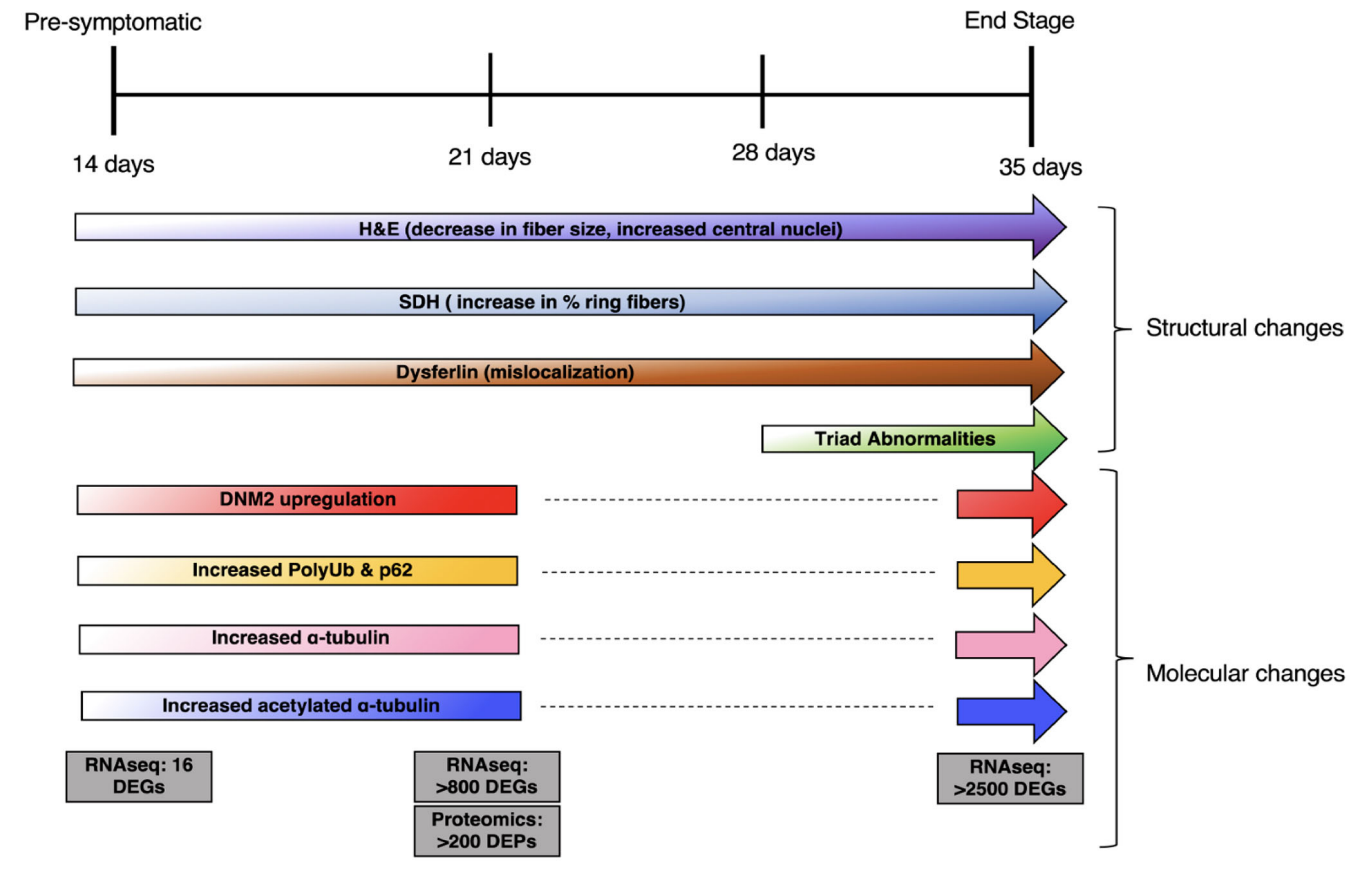
**Summary of pathologic and molecular changes in the *Mtm1* knockout mouse model.** Summary of the findings from this paper, including changes in histopathology and molecular markers, mapped across the four stages of the murine disease process. PolyUb, polyubiquitinated protein.

One of the most striking observations in our study is the early and pervasive change in mitochondrial distribution. This appears to be the first structural change in the muscle, and is consistent with the known interplay between MTM1 and desmin (Hnia et al., 2011), as the desmin intermediate filament network is known to be a key regulator of mitochondrial organization (Milner et al., 2000). MTM1/mitochondrial interplay may additionally be mediated by interactions between MTM1 and mitochondrial components that are required for optimal functioning of respiratory complexes. In this regard, it is notable that MTM1 interacts with IMMT, a component of the MICOS complex, which is required *in vitro* for optimal function of complex IV activity (Friedman et al., 2015), and that complex IV activity is reduced in P35 KO muscle. Given these data and known MTM1 function at the endosome, there is an intriguing possibility that MTM1 could be a key mediator of mitochondrial tethering, a process important for mitochondrial distribution and function, and controlled in part via interaction with the endosomal compartment (Elbaz-Alon et al., 2020). In terms of the XLMTM disease process, mitochondrial disorganization may contribute to changes in myofiber size and thus to the overall reduced body weight. It may also influence other molecular pathways that are abnormal later in the disease process, such as autophagy and the ubiquitin–proteasome system.

In contrast, triad changes do not occur until later in the disease process. They appear to coincide with overt severe muscle weakness, consistent with the hypothesis that they are a main driver of weakness in XLMTM. The interplay between MTM1 and the triad remains poorly understood. Our findings do not necessarily shed new light on this, except to support the existing idea that MTM1 is not required for triad formation, but rather for triad maintenance. How it governs triad maintenance is not clear. We confirm interaction with BIN1, a key protein for T-tubule biogenesis (Lee et al., 2002), and also the increase in DNM2 levels that occurs with loss of MTM1. Interruption of the MTM1–BIN1 interaction, or overexpression of DNM2, may be sufficient to explain how MTM1 influences the triad, although the role of BIN1–MTM1 binding still requires further study, and the mechanism(s) by which DNM2 protein levels (but not RNA levels) are increased in XLMTM is unknown. An interesting alternative consideration is that DNM2/BIN1/MTM1 participate in a membrane recycling process that utilizes the endosome and that governs triad membrane turnover. Such a turnover process has yet to be elucidated in skeletal muscle, but it fits with the cellular functions of these proteins. Finally, it is interesting to note that we did not detect association between MTM1 and BIN1 in our P21 mass spectrometry dataset, suggesting the potential that this association is present only at later time points that coincide with the alterations of triad structure.

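*Dnm2* (ENSMUSG00000033335) lies on chromosome 9 of GRCm38 from 21424908 to 21507759. In the RNAseq data its expression at P1 was 79.2, 82.3, 87.3 and 78.8 CPM in WT and 86.01, 81.6, 81.7 and 69.4 CPM in KO. The values at P14 were 51.4, 52.2, 51.3 and 47.8 CPM in WT and 52.0, 55.4, 50.7 and 54.5 CPM in KO. P21 libraries had 54.8, 47.5, 49.7 and 48.6 CPM in WT and 57.7, 55.9, 50.2 and 56.7 CPM in KO, and P35 libraries 34.3, 39.2, 40.6 and 39.0 CPM in WT and 39.1, 43.0, 43.0 and 44.2 CPM in KO. The log2 fold changes were -0.04 (SE 0.0763, adjusted *P*=0.864) at P1, 0.07 (SE 0.0532, adjusted *P*=0.916) at P14, 0.14 (SE 0.0688, adjusted *P*=0.190) at P21 and 0.15 (SE 0.0749, adjusted *P*=0.145) at P35 in edgeR's QL test. With the replicate number as a block the log2 fold change was -0.04 at P1 (adjusted *P*=0.894, *r*=-0.14 between same-numbered libraries) and 0.07 at P14 (adjusted *P*=0.424, *r*=0.33). The setting that moved the values most was scaling by library totals, chosen after seeing the data, with log2 fold changes of 0.33 at P21 (adjusted *P*=0.00348, edgeR's QL test) and 0.55 at P35 (adjusted *P*=4.67e-04). Under that scaling the median of all genes moved by 0.20 at P21 and 0.44 at P35. The KO effect on *Dnm2* did not differ between P35 and P21 (adjusted *P*=1.00) or between P21 and P14 (adjusted *P*=0.888) in edgeR's QL test of the interaction.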

We again demonstrate that DNM2 protein levels are increased at all time points tested and reveal, via RNAseq, that *Dnm2* transcripts are not increased. This supports the importance of DNM2 overexpression in the disease process and is consistent with the impressive impact of DNM2-lowering treatments on *Mtm1* KO mouse phenotypes (Cowling et al., 2014; Gayi et al., 2018; Maani et al., 2018; Tasfaout et al., 2017). In addition to DNM2 lowering, several other therapeutic strategies have been identified using the XLMTM mouse model. These include gene replacement therapy (Childers et al., 2014), enzyme replacement therapy (Lawlor et al., 2013), PIK3C2B lowering (Sabha et al., 2016) and pathway modifiers such as rapamycin (Fetalvero et al., 2013). Moving forward, it will be critical to have harmonization in the measures examined for existing treatments so that the field can best compare and contrast these therapies. Lack of uniformity in terms of techniques and outcomes has been identified as an important problem in pre-clinical therapy development and a key contributor to potential failures of translation for drugs in other rare diseases. We thus encourage use of standard sets of experiments and techniques when evaluating treatments in the *Mtm1* KO mouse model. From a general phenotypic perspective, body weight, open field gait analysis (particularly rearing behavior) and survival appear robust and reproducible. From a pathology perspective, mitochondrial organization, myofiber size and triad number are easily quantified, and reflect key aspects of the disease process. Molecular investigations should relate both to general disease pathway changes, such as DNM2 and polyubiquitin changes, and to the specific therapeutic to demonstrate clear target engagement.

One novel aspect of the study is the inclusion of muscle MRI. We show that the MRI findings correlate well with our analyses of myofiber size across the different muscle groups, with a similar degree of change observed for a given muscle group with MRI volume and fiber size within that muscle. Overall, we noted higher-magnitude differences between KO and WT muscles with predominantly fast (type II) fibers, and less change in those containing predominantly slow (type I) fibers. Although there are not such granular data in patients related to myofiber size, there is a growing appreciation of muscle MRI findings. In general, there is diffuse atrophy and fatty replacement across most muscle groups in XLMTM patients, and therefore it is difficult to make meaningful comparisons with our data. That stated, in the proximal leg muscles of patients, there appears to be a more prominent involvement of anterior compartment musculature (Cassandrini et al., 2017). We similarly see preferential change in the proximal anterior compartment in *Mtm1* KO mice, suggesting good correlation between mouse and patient MRI.

Lastly, our data highlight new potential avenues for investigation into XLMTM disease pathomechanisms. This is highlighted, for example, when considering our longitudinal transcriptomics and subcellular proteomics, particularly in comparison to previous multi-omic studies. For example, we identified increased expression of Tubb6 through both RNAseq and proteomics. This protein is of potential interest given that its persistent upregulation has been associated with disorganization of microtubule networks and return to a more immature developmental stage in skeletal muscle (Randazzo et al., 2019), both observations seen in XLMTM skeletal muscle.

Our studies were performed on the C57BL6/J background. The mice were re-derived from ones on a mixed background (C57BL6J/129) and have been maintained by backcrossing to the parent C57BL6/J strain every three to four generations. The data presented in this paper are from mice on the C57BL6/J for >20 generations, and thus considered to be on a pure C57BL6/J background. Although a direct comparison with the mice on the original 129PAS background (Buj-Bello et al., 2002) was not possible in this study, it is likely that there are phenotypic differences between our mice and those on the original background and/or on other mixed backgrounds. One example is survival, where our mice have a median survival of 38 days, and longer survival is noted in Buj-Bello et al. (2002) and in subsequent studies using derivates from these mice (Buj-Bello et al., 2002; Gayi et al., 2018; Tasfaout et al., 2017). Importantly, however, there is excellent concordance with key findings between our mice and data from lines used by other investigative teams, including structural pathology (i.e. the change in triads) (Al-Qusairi et al., 2009; Sabha et al., 2016), molecular changes (e.g. DNM2 increase and with comparative elements of the transcriptome) (Cowling et al., 2014; Djeddi et al., 2021; Gayi et al., 2018) and treatment response (e.g. improvement across strains with tamoxifen (Gayi et al., 2018; Maani et al., 2018).

On a final note, an independent study by Buono et al. appearing in this issue of Disease Models & Mechanisms describes the natural history of *Mtm1* KO mice with the same genetic alteration (exon 4 deletion) but on the 129SvPAS background (Buono et al., 2022). This study elegantly dissects the progression of the *Mtm1* KO model, with a particular emphasis on phenotypic characteristics including body weight, muscle strength and survival, as well as responsiveness and rate of change of these parameters with intervention. It highlights some of the small, but distinct, differences between *Mtm1* KO mice maintained on different backgrounds. It also complements well the data in this paper, as our study focused primarily on age-dependent progression of molecular abnormalities.

In summary, we present phenotypic, molecular, and cellular changes of an XLMTM mouse model at four stages of the murine disease process (Figs 1 and 11). Our data provide a roadmap for testing of future therapies and for elucidating disease pathomechanisms.

## MATERIALS AND METHODS

### Mouse husbandry and genotyping

Mice were housed at the Toronto Centre for Phenogenomics (Toronto, ON, Canada). The *Mtm1* KO line was originally generated at the Institute of Genetics, Molecular and Cellular Biology (IGBMC; Strasbourg, France) in the 129S2PAS background (Buj-Bello et al., 2002). The line was rederived onto the C57BL6J background at the Toronto Centre for Phenogenomics. To limit genetic drift, carrier female mice were backcrossed to the original C57BL6J strain every three to four generations. Animals were housed four per cage with an approximate *Mtm1* KO:WT ratio of 1:1. Mice were housed in Techniplast Greenline individually ventilated transparent cages (391×199×160 mm) and enriched with enviropacks, gnawing blocks, tubes and innodomes. Mice were maintained in a 12 h light-dark cycle (07:00 lights on) in a temperature (22°C)- and humidity-controlled room. Water was provided via an automated water system, and all mice had *ad libitum* access to water and food. Mice were maintained on a chow diet (Envigo Labs, 2918) providing 18% protein, 6.2% fat and 44.2% carbohydrates (with 14.7% neutral detergent fiber). Housing conditions were adapted to increasing severity as mice aged by placing food pellets on the cage floor and/or adding a gel-based diet to the cage floor (DietGel 76A with wheat protein). Gel diet components can be found on the manufacturer's website (Clear H2O; https://www.clearh2o.com/product/dietgel-76a-w-plant-based-protein/). Mice were euthanized for tissue harvest by carbon dioxide chamber followed by cervical dislocation. Muscles (TA, quadriceps, gastrocnemius and hamstring) were excised and weighed. All methods listed below, except for muscle MRI, were performed using the TA. Muscle MRI images were segmented using ITK-SNAP, a software used to segment 3D medical images (http://www.itksnap.org/pmwiki/pmwiki.php). All animal procedures were performed in compliance with the Animals for Research Act of Ontario and the Guidelines of the Canadian Council on Animal Care (AUP#22-0255H). Animal genotyping was performed using PCR-based methods. Exon 4 deletion in *Mtm1* was detected using the following primer set: Fwd, 5′-AATGTGTGCATGTTTGGACC-3′; Rev, 5′-ACAGTGATGCACAGAGAGGA-3′.

### Grip strength and open field test

Motor functional analysis was done at the Clinical Phenogenomics Core facility in the Toronto Centre for Phenogenomics. Grip strength was performed as per standard protocol (TREAT-NMD standard operating procedure; https://treat-nmd.org/sop/dmd_m-2-2-001/) using the Bioseb BIO-GS3. Open field testing was done on eight open field arenas (43.5 cm^2^) with three 16-beam infrared arrays (*x*-, *y*- and *z*-axes) using equipment from Med Associates Inc. Equipment also included sound-attenuating chambers (Chambers 1-8) with 250-275 lux LED and metal collection pans. Activity captured with this technology was analyzed using monitoring software from Med Associates Inc. For both tests, the same animals were tested at 14, 21, 28 and 35 days of age in a blinded fashion without the knowledge of genotype.

### Histology and immunostaining

Frozen muscle tissue was cut using a cryostat into 8 mm cross sections and then stained with Mayer's H&E or SDH. For indirect immunofluorescence (IF), frozen sections were blocked for 1 h, then incubated overnight at 4°C with anti-dysferlin antibody (ab124684, Abcam), anti-MTMR10 antibody (ORB185350, Cedarlane) or anti-MTMR12 antibody (GTX119163, GeneTex), diluted 1:100 in blocking solution. Secondary antibodies (Alexa Fluor 488, Invitrogen) were applied for 1 h at room temperature at 1:1000 dilution. Micrographs were captured with an Infinity1 camera (Lumenera Corp.) through an Olympus BX43 light microscope. Quantification of the number of centrally nucleated fibers, myofiber size, SDH staining and dysferlin IF was performed manually using ImageJ from H&E, SDH and dysferlin IF photographs taken at 20× magnification.

### Transmission electron microscopy

Muscles were fixed in 2% glutaraldehyde containing 0.1 M sodium cacodylate buffer overnight at 4°C, then taken to the Advanced Bioimaging Center (The Hospital for Sick Children, Toronto, ON, Canada). Sections 90 nm thick were cut on an RMC MT6000 ultramicrotome, stained with uranyl acetate and lead citrate, and viewed with an FEI Tecnai 20 microscope.

### Western blot analysis

Muscle was flash-frozen on dry ice and immediately stored at −80°C. Muscle was lysed with steel beads in TissueLyserII (Qiagen), and cells were lysed using cell scraper in the presence of RIPA buffer (supplemented with protease and phosphatase inhibitors) to extract protein. Samples were centrifuged at 12,700 ***g*** for 30 min at 4°C. A Pierce™ BCA protein assay kit (Thermo Fisher Scientific) was used to quantify the protein levels in the supernatant. Then, 30 µg protein per lane was prepared with 4× loading buffer supplemented with dithiothreitol. Samples were boiled for 5 min at 95°C with the exception of samples for RyR1 blots, which were heated at 37°C for 10 min. Samples were run on SDS-PAGE gels until necessary and then transferred onto polyvinylidene fluoride (PVDF) membranes by semi-dry transfer method. Following the transfer, the membranes were treated with total-protein REVERT stain and visualized by a LI-COR instrument at 700 nm (Fig. S2). Membranes were blocked with 3% bovine serum albumin for 1 h at room temperature and then incubated with primary antibody overnight at 4°C. Primary antibodies used were anti-DNM2 (1:1000; sc-166669, Santa Cruz Biotechnology), anti-polyubiquitinated protein (1:1000; 04-262, Sigma-Aldrich), p62 (1:1000; 5114S, Cell Signaling Technology), anti-acetylated α-tubulin (1:2000; T6793, Sigma-Aldrich), anti-α-tubulin (1:1000; 2144, Cell Signaling Technology) and anti-MTM1 (Clone 2827, Dr Jocelyn Laporte, IGBMC). Secondary antibodies used were horseradish peroxidase-conjugated goat anti-rabbit or goat anti-mouse IgG secondary antibody (1:5000; Bio-Rad). Blots were visualized using chemiluminescence (Clarity Max™ ECL, Bio-Rad or Western Lightning ECL Pro, PerkinElmer) in the Gel Doc™ XR with Gel Documentation System (Bio-Rad). Membranes were stripped using Restore Western Blot Stripping Buffer (Thermo Fisher Scientific). Total protein and band intensities were measured using Fiji, and relative expression of proteins was normalized to the total protein staining of the lane. Every blot included four biological replicates and was run in triplicates for technical replicates.

### RNAseq and differential expression analysis

RNA extraction, library preparation and RNAseq were performed as previously described (Maani et al., 2018). Briefly, RNA was extracted from WT (*n*=4) and *Mtm1* KO (*n*=4) muscle at 14, 21 and 35 days by a Qiagen Fibrous RNeasy kit in accordance with the manufacturer's protocol. A NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit for Illumina was used for library preparation, and ∼1000 ng RNA was used as starting material. The cut-off for RNA integrity number (RIN) was 8. Sequencing was done at The Centre for Applied Genomics (TCAG; Norwich, UK) using Illumina HiSeq 2500. Paired end read sequencing was performed to achieve 62-67 million reads per sample. Reads were aligned to the reference genome (GRCm38/MM10 version of the *Mus musculus* genome) and transcriptome using STAR51 two-step alignment to generate a Binary Alignment Map (BAM) file. Coordinate sorted BAM files were used to quantify transcript abundance (count data) using HTSeq52. Raw read counts generated were used as input for differential gene expression analysis, carried out using both DESeq2 and edgeR R/Bioconductor packages. This was carried out in a pairwise manner between any two conditions that were considered. False discovery rate (FDR)-adjusted *P*-values from both edgeR and DESeq2 were used to determine genes that are significantly differentially expressed between the conditions tested. Metascape was used for GO term enrichment of DEGs between time points (Zhou et al., 2019). Finally, we compared our DEGs to those reported in similar mouse models previously (Djeddi et al., 2021).

### Subcellular proteomics

The methods used in sample preparation, namely choice of lysis buffers and centrifugation speeds, were based on previously published methods (Dimauro et al., 2012; Itzhak et al., 2016). First, 21-day-old muscle (*n*=3 per replicate) was cut into small sections over dry ice. Next, sections were homogenized in a glass douncer over ice containing detergent-free lysis buffer (250 mM sucrose, 50 mM HEPES buffer pH 7.4, 5 mM MgCl_2_, 10 mM ATP, protease and phosphatase inhibitor cocktails). Tissue was homogenized with ten strokes of a loose pestle followed by 20 strokes of a tight pestle. Samples were then maintained on ice for 30 min. Homogenates were decanted in fresh 2 ml tubes and vortexed at maximum speed for 10 s, and centrifuged at 200 ***g*** for 5 min to remove large cellular debris and insoluble myofibrillar components. The pellet was discarded, and supernatant (S1) was moved into fresh 2 ml tubes, vortexed at maximum speed for 10 s and centrifuged at 1000 ***g*** for 15 min at 4°C. Supernatant (S2) was moved into fresh 2 ml tubes, and the ‘Nuclear’ pellet (P1) was placed on dry ice. S2 was vortexed at maximum speed for 10 s and centrifuged at 800 ***g*** for 10 min at 4°C to remove remaining/contaminating nuclei. Supernatant (S3) was moved into fresh 50 ml Nalgene round-bottom centrifuge tubes, and the pellet (P2) containing residual nuclei was discarded. S3 was vortexed at maximum speed for 10 s and centrifuged at 24,000 ***g*** for 20 min at 4°C. ‘Cytosolic’ supernatant (S4) was moved into new 2 ml conical tubes and placed on dry ice. Finally, the ‘Organellar/Membrane’ pellet (P3) was placed on dry ice.

Lysis buffer (RIPA buffer+1% SDS+protease and phosphatase inhibitors) was used to re-suspend pellets P1 and P3, heated to 72°C for 5 min with intermittent vortexing. Re-suspended pellets and cytosolic fraction S3 were sonicated for ten cycles (30 s on/off) using a Diagenode Bioruptor at high setting and at 4°C. Nuclear samples (P1) were treated with 25 U/ml benzonase endonuclease at room temperature for 30 min. Protein concentrations of all samples were quantified using the BCA protein assay before being sent for proteomics analysis. Additional sample preparation and mass spectrometry analysis were performed by the Network Biology Collaborative Centre (NBCC) at Lunenfeld-Tanenbaum Research Institute (Toronto, ON, Canada). One-hundred micrograms of protein were processed from each sample using S-traps (ProtiFi) as per the manufacturer's protocols and digested with 5 µg of trypsin each. Next, 10 µg of each sample was labeled with 80 µg of TMT10plex™ Isobaric Label Reagent (ThermoFisher Scientific, cat. 90406) per manufacturer protocols. For each subcellular fractionation (nucleus, membrane, cytoplasm), we used *n*=3 biological replicates from WT or *Mtm1* KO mutants. Each subcellular fraction was multiplexed with six TMT labels for three independent 6-plex experiments. Trapped and trypsin-digested peptides were acquired on a 180 min gradient using an Orbitrap Fusion Lumos Tribrid mass spectrometer. Data were searched with SequestHT using the UP000000589 proteome (*Mus musculus*) generated by UniProt, post-processed with Percolator and analyzed using Proteome Discoverer 2.2.0.388 (Thermo Fisher Scientific). Metascape was used for GO term enrichment and protein–protein interaction network analysis (Zhou et al., 2019). To test whether or not the obtained fractions were enriched in expected proteins, we cross-referenced identified proteins with a resource database that predicts subcellular location of proteins based on mass spectrometry data (Orre et al., 2019). Peptide spectral matches (PSMs) were used as a proxy for relative abundance given that PSMs indicate how many times a peptide of the particular protein was selected for MS2 fragmentation and confidently identified. The percentage of PSMs for a given protein in each fraction was calculated over the total number of PSMs for that protein. In this way, we could visualize how often that peptide was identified in one fraction relative to the others to estimate the degree of our subcellular enrichment.

### Immunoprecipitation–mass spectrometry (IP-MS)

Muscle was harvested from 21-day-old (*n*=3/genotype) and 35-day-old (*n*=2/genotype) WT and *Mtm1*-6xHis mice and stored at −80°C. Frozen muscle samples (∼30 mg) were minced and lysed in lysis buffer [50 mM HEPES-NaOH pH 8.0, 100 mM KCl, 0.1% NP40 and 10% glycerol, supplemented with 1 mM PMSF, 1 mM TCEP and 1× protease inhibitor cocktail (Sigma-Aldrich)] using a dounce tissue grinder (357544, Wheaton Science). Samples were centrifuged at maximum speed (18,213 ***g***) for 30 min at 4°C, and supernatants were collected. Magnetic dynabeads (10001D, Thermo Fisher Scientific) were washed in PBS and incubated with 4 μg anti-6xHis antibody (05-949, Sigma-Aldrich) overnight at 4°C with gentle agitation. Supernatants were incubated with 25 μl pre-conjugated beads for 2 h at 4°C with gentle agitation. Following this incubation, beads were washed once with lysis buffer, then washed twice with wash buffer [20 mM Tris-HCl (pH 8.0) and 2 mM CaCl_2_]. Beads were submitted to the NBCC, where samples were further washed, trypsin digested and eluted off the beads prior to liquid chromatography–mass spectrometry. SAINT analysis was performed by the facility.

### Statistical analysis

All data presented are expressed as mean±s.e.m. (unless otherwise specified) and were analyzed for statistical significance by unpaired two-tailed Student's *t*-test (unless stated otherwise). *P*<0.05 was considered to be statistically significant. GraphPad Prism software, version 8.0 for was used for generating graphs and performing statistical analysis.

### mtDNA:nuclear DNA (ncDNA) ratio

mtDNA copy number was calculated by determining the ratio of mtDNA:ncDNA via quantitative PCR as previously described. The primers used were as follows: mt-TL1: Fwd, 5′-GGTTCAAATCCTCTCCCTAATAGTGT-3′; Rev, 5′-TTAGGGCCTTTTCGTAGTTGTATGTAC-3′; complex IV (nuclear encoded): Fwd, 5′-GAGAAAGTTCAGTGTGGGTATCA-3′; Rev, 5′-CCAGCAGTATGGAATGGGTATC-3′.

### Respirometry in frozen samples (RIFS)

Respirometry of previously snap-frozen TA mitochondria isolates were measured in MAS buffer following the RIFS protocol as previously described, with minor modifications (Acin-Perez et al., 2020). Briefly, 20 mg sample was thawed in ice-cold PBS and homogenized in 1× MAS buffer using a glass-Teflon dounce homogenizer and incubated in collagenase type II (0.25 mg/ml final) in MAS at 37°C for 30 min. Samples were first centrifuged for 5 min at 1000 ***g***, 4°C (without a break) and then the supernatant was centrifuged for 10 min at 10,000 ***g***, 4°C (no break). The mitochondrial pellet was washed once and re-suspended in a final volume of 100 µl ice-cold MAS followed by a BCA protein assay to normalize the sample for loading. For bioenergic analyses, 6 µg of mitochondria isolates was loaded into a Seahorse XFe24 microplate in 30 µl MAS buffer and centrifuged for 5 min at 2000 ***g***, 4°C (no break) to ensure even distribution of mitochondria. Then, 120 µl of 1× MAS was carefully added per well. The cartridge was loaded to deliver 25 µl of the following injections (pH 7.2): Port A: 5 mM succinate+2 µM rotenone (complex II substrate+complex I inhibitor); Port B: 4 µM antimycin A (complex III inhibitor); Port C: 0.5 mM N,N,N′,N′-tetramethyl-p-phenylenediamine (TMPD)+1 mM ascorbic acid (electron donor to cytochrome complex IV+stabilizer); and Port D: 50 mM sodium azide (complex IV inhibitor). The Seahorse XFe24 Analyzer was generously provided by the Beaudry laboratory at the University of Toronto. For calculation of maximal oxygen consumption rate (OCR), the following equations were used: complex II (CII): OCR_CII_ – OCR_antimycin A_; and complex IV: OCR_TMPD+ascorbic acid_ – OCR_sodium azide_.

## Supplementary Material

Supplementary information

# Supplementary material for: Natural history of a mouse model of X-linked myotubular myopathy
**Source:** Dis Model Mech. 2022 Jul 25;15(7):dmm049342. doi: 10.1242/dmm.049342
**Supplement:** Supplementary information

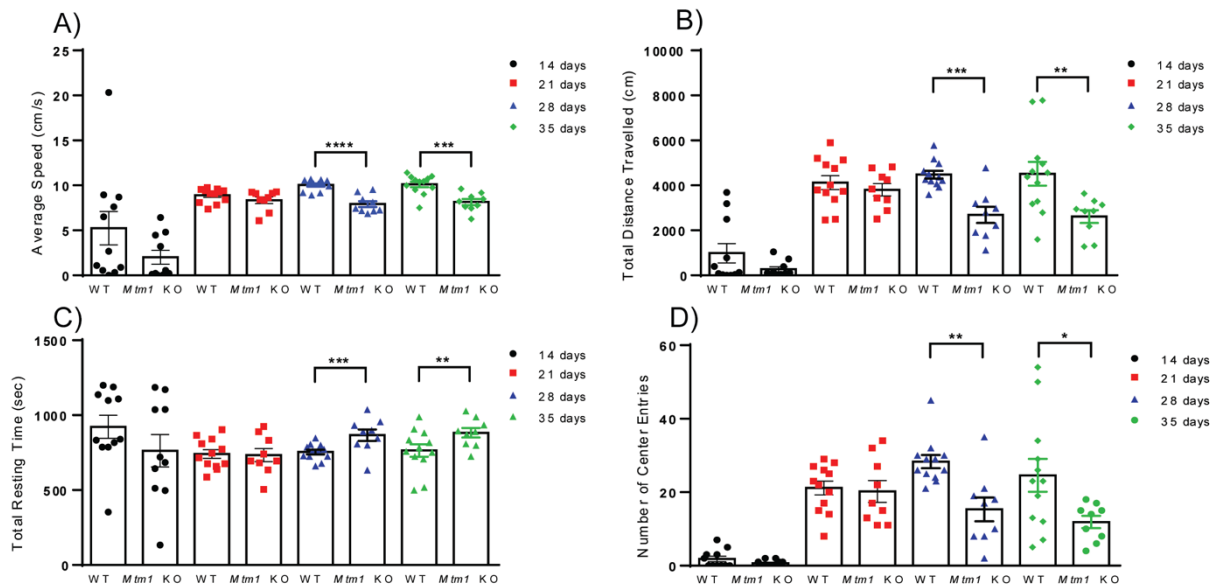

**Fig. S1.** Open Field Test Parameters in WT vs *Mtm1* KO mice at 14, 21, 28 and 35 days. *Mtm1* KO mice have reduced locomotor activity and increased resting time compared to WT mice at 28 and 35 days. All values are Mean ± SEM. (WT n=12, KO n= 9). **(A)** Average Speed (cm/s) travelled in whole arena at 14 days: WT 5.24 ± 1.85, KO 2.0 ± 0.7 ; 21 days: WT 8.9 ± 0.23 , KO 8.34 ± 0.37 ; 28 days: WT 10.04 ± 0.18 , KO 7.92 ± 0.33 (cm/s) (\*\*\*\*p < 0.0001); 35 days: WT 10.1 ± 0.31 , KO 8.14 ± 0.34 (\*\*p < 0.01). **(B)** Total Distance Traveled (cm) in whole arena at 14 days: WT 984.9 ± 427.28, KO 272.3 ± 100.27; 21 days: WT 4121.54 ± 310.6 , KO 3803.89 ± 273.64 ; 28 days: WT 4475.15 ± 171.97 , KO 2684.96 ± 359.82 (\*\*\*p < 0.001); 35 days: WT 4515.96 ± 526.67 , KO 2612.13 ± 280.06 (\*\*p < 0.01). **(C)** Total resting time (sec) in whole arena at 14 days: WT 922.4 ± 76.5 , KO 762.3 ± 115.77 ; 21 days: WT 740.46 ± 28.61 , KO 732.7 ± 43.9 ; 28 days: WT 754.04 ± 15.47 , KO 866.62 ± 38.33 (\*\*\*p < 0.001); 35 days: WT 764.03 ± 41.54 , KO 882.14 ± 31.77 (\*\*p < 0.01). **(D)** Total number of center entries at 14 days: WT 1.8 ± 0.74, KO 0.70 ± 0.24; 21 days: WT 21.16 ± 1.88, KO 20.22 ± 0.78; 28 days: WT 28.33 ± 1.79, KO 15.33 ± 3.24 (\*\*p<0.01); 35 days: WT 24.58 ± 4.47, KO 11.88 ± 1.68 (\*p<0.05). Data was analyzed by unpaired Student T-test.

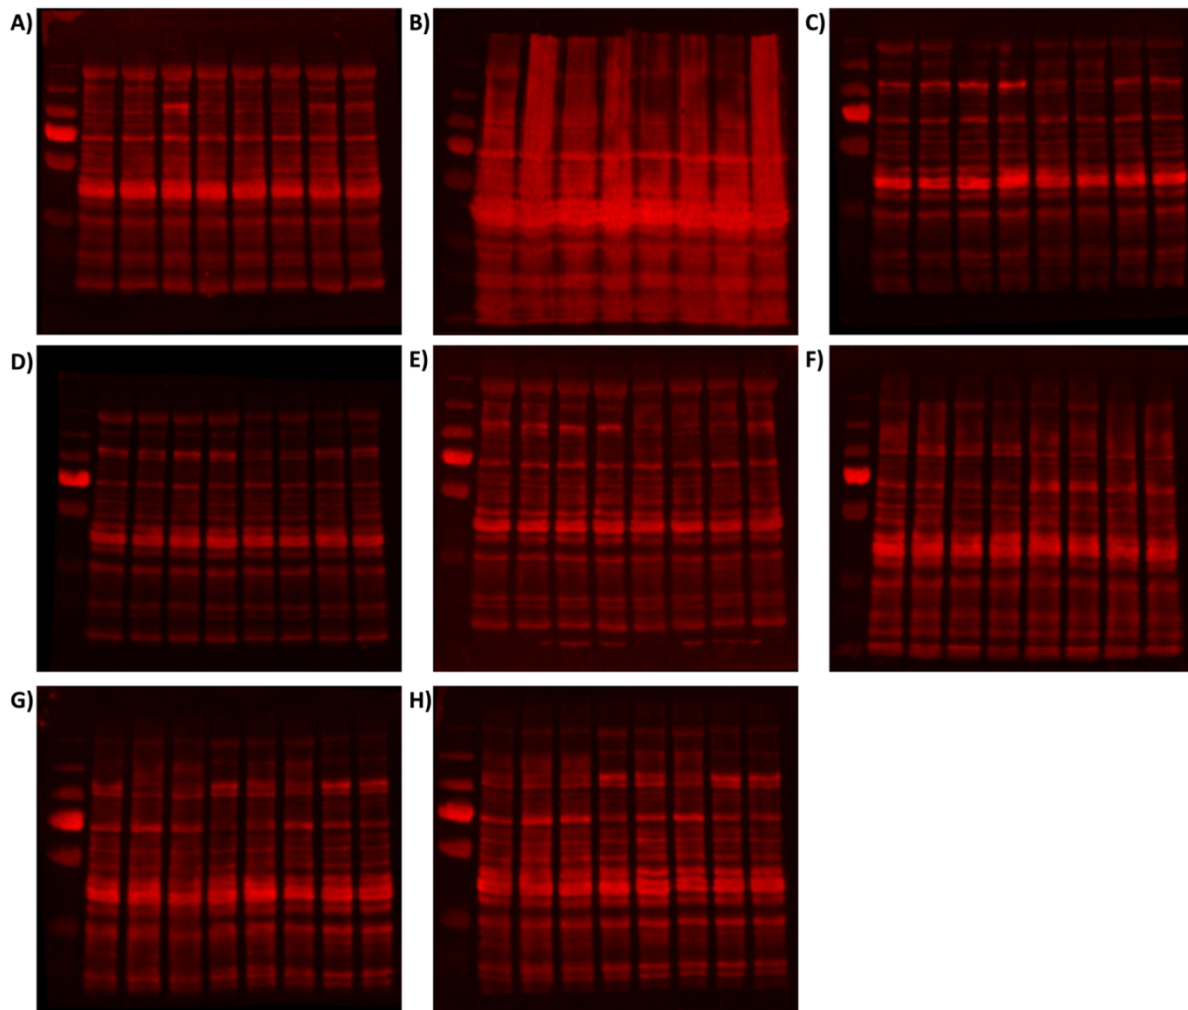

**Fig. S2. REVERT total protein stains of the membranes from Figure 5. (A)** 14 day DNM2, polyubiquitinated proteins, p62, alpha-tubulin and acetylated-alpha-tubulin blots. **(B)** 21 day DNM2. **(C)** 21 day alpha-tubulin and acetylated-alpha-tubulin blots. **(D)** 21 day polyubiquitinated protein blot. **(E)** 21 day p62 blot. **(F)** 35 day DNM2 blot. **(G)** 35 day p62 blot. **(H)** 35 day polyubiquitinated protein, alpha-tubulin and acetylated-alpha-tubulin blots. Membranes were stained with REVERT total protein stain to visualize total protein extract loaded on each lane and imaged at 700nm using LI-COR Odyssey Fc Imager.

How the deposited data were processed for this re-analysis (not part of the article)

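RNA of the tibialis anterior (TA) muscle was sequenced in 32 libraries, 1 per mouse, from n=4 WT and n=4 *Mtm1* KO mice at each of P1, P14, P21 and P35. The genotype, age and replicate number of each library were taken from the sample labels. The paper's methods name 14, 21 and 35 days with n=4 per genotype, and P1 appears in its results and Fig. 7. The authors aligned paired-end reads of strand-specific libraries to the GRCm38/mm10 genome with STAR in 2 steps and deposited a table of expected counts per gene and library, as made by RSEM, without scaling between libraries and without pooling of replicates. The methods name HTSeq as the counter. The paper's text does not name the RSEM version, the annotation release or whether the counting used the strand. Of the 54838 genes in the table, 54723 could be given a symbol from the GENCODE M21 annotation of GRCm38, from which the coordinates were also taken. The table held 0 columns of values that were not used.
Counts summed to 49321035 to 85631408 per library, and the methods state 62000000 to 67000000 reads per sample. At this depth a gene with fewer than 3 counts cannot be told from absence, so folds against a group at or under 3 counts were computed against that floor. Reads were not marked with molecular identifiers in the methods, so counts cover counting error only and PCR copies are not excluded. No pair of replicates held values within sampling noise of each other, so each library counted as 1 replicate.
Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Within each age, genes were filtered with filterByExpr by genotype, library sizes were scaled by TMM, and KO was compared with WT by the quasi-likelihood test (glmQLFit with default settings and glmQLFTest), two-sided, with Benjamini-Hochberg adjustment over all genes tested. DEGs had an adjusted *P*-value under 0.01 and an absolute log2 fold change over 0.585, as in the legend of Fig. 7. The methods name both DESeq2 and edgeR for the paper's own calls. Standard errors are approximate. Each was derived from the edgeR test as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. The difference of the KO effect between 2 ages was tested as an interaction in 1 edgeR fit of all 32 libraries, with an adjusted *P*-value under 0.01. Gene lists were compared with all other genes by camera in limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over 10 lists at 4 ages. The lists were written before the data were examined, whereas the adjusted *P*-value of 0.05 used to count lists was set after the first list results had been seen. Distances between groups and principal components used log2 CPM with a prior count of 2 over 18583 genes, and distances between genotypes were tested by exact permutation over 70 assignments. Tables and figures were made with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.
The genes named were chosen by a rule. It takes every gene the paper names for its RNAseq data or as a protein in its text, all DEGs of an age with 20 or fewer, and otherwise the 3 DEGs with the highest and the 3 with the lowest log2 fold change among those whose WT and KO libraries did not overlap. From the gene lists it takes the 3 genes with the smallest adjusted *P*-value at an age, and it also takes sex and cell type markers. The named genes recomputed under each alternative were narrowed, after a first count of changed results had been seen, to the 14 genes of Fig. 7F with *Dnm2* at each age, the genes chosen by rule at their age, and the genes of proteins the paper names at P21.
The alternatives set beforehand were DESeq2 1.42.0 in place of edgeR, calls made by both tools, edgeR's exact test, the size factors of DESeq2 (RLE) in place of TMM, no filter on low counts, at least 10 counts in every library, counts that were not rounded, all 32 libraries in 1 fit, the replicate number as a block, other thresholds, a test against a fold change of 1.5 (glmTreat), removal of sex marker and mitochondrially encoded genes, and leaving out each library in turn. For the gene lists an inter-gene correlation estimated from the data was also set beforehand. The distances were also run with the 500 most variable genes, upper quartile in place of TMM and a prior count of 0.5. They were further run on the first 2 principal components and on PC2 and PC3 with genes as observations. The interactions were also run with only the 16 libraries of the 2 ages. The pairing of libraries comes from the replicate numbers in the labels, which belong to different animals. Added after seeing the data were scaling by library totals, the exchange of genotypes only within same-numbered pairs (8 assignments) for the distances, and the adjusted deviances of edgeR 4 (legacy = FALSE), which had been used by mistake in a first run. For each result of a model fitted across genes, the 35 splits of the 8 libraries of an age into 4 and 4 were refitted, of which 8 part all same-numbered pairs, and 50 or 100 regroupings were drawn for results of several ages.
The fits were tested on simulated counts for 15179 genes with known changes in 200 of them. The edgeR test recovered 198 of the 200 with 0 false calls, DESeq2 recovered 199 with 10 false calls, and the interaction test recovered 194 with 2 false calls. The changes in the 200 genes were large, with a median absolute log2 fold change of 1.98 in the edgeR fit. They were placed only in genes above a minimum mean count, so smaller changes and rarer genes were not tested. A simulated change of the 31 genes of 1 list was found by camera, with 0 false calls among the other lists. Genes were simulated independently of each other, so this does not show how often camera gives false calls for genes that vary together. GO term enrichment with Metascape, the comparison with other centronuclear myopathy data sets, the proteomics and the phenotypes were not analysed here.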

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

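The tests for gut epithelium and for a mislabelled sample in KO replicate 4 of P1, the tests on keratinocyte genes, and the tests of the denervation list in other splits of the libraries were chosen only after the result was seen.
In 306 groups of 4 libraries, the distance of the highest or lowest library to its nearest neighbour was divided by the range of the group, and this ratio was above Dixon's critical value for 4 libraries in 28 groups, where chance gives about 15 (1 in 20 groups). In WT at P1 these were *Micu2* (0.912), *Pdp1* (0.851) and the Y chromosome markers (0.880) in replicate 2 and *Trp63* (0.908) in replicate 3. In KO at P1 they were the percentage of mitochondrially encoded counts (0.926), *Dysf* (0.899) and *Mtm1* (0.927) in replicate 4, *Fam83g* (0.878) and *Trp63* (0.946) in replicate 3, and *Rassf7* (0.847) in replicate 1. At P14 they were *Fam83g* in WT replicate 4 (0.846), Schwann cell markers in WT replicate 2 (0.894) and red blood cell markers in KO replicate 3 (0.841). At P21 WT libraries stood apart for *Micu2* in replicate 1 (0.874), *Mrpl22* (0.868) and red blood cell markers (0.846) in replicate 2, *Rtn2* in replicate 3 (0.833) and slow fibre markers in replicate 4 (0.862), and KO libraries for *Cycs* in replicate 2 (0.848) and red blood cell markers in replicate 1 (0.8293). At P35 they were the share of counts in the 10 genes with most counts (0.899) and *Bin1* (0.853) in WT replicate 3, *Mrpl22* in WT replicate 2 (0.896), *Rassf7* in WT replicate 1 (0.899), that same share (0.841) and *mt-Cytb* (0.894) in KO replicate 2, *Micu2* in KO replicate 1 (0.876) and red blood cell markers in KO replicate 3 (0.878). For *Trp63* and *Fam83g* at P1 a varying amount of skin in the dissected tissue is a candidate explanation. Of 12 keratinocyte markers, 12 were highest among the WT libraries in replicate 3, where *Trp63* was high, and 12 were lowest among the KO libraries in replicate 3, where *Trp63* and *Fam83g* were low. Apart from these and KO replicate 4 of P1, no explanation of these libraries was tested, and no biological one was tested for any of them.
KO replicate 4 of P1 also stood apart by this measure in 1376 of 18583 genes (7.41%), against at most 325 genes in any other library of P1. Its percentage of mitochondrially encoded counts was 5.20 where the other KO libraries of P1 had 3.21 to 3.36, and *Dysf* was at 44.98 CPM against 83.4 to 87.7 CPM. Of 15 marker genes of gut epithelium, 13 had their highest value of the 8 libraries of P1 in this library, so that a mixed sample with gut tissue is a candidate explanation. *Mtm1* was at 6.04 CPM in it, above the other KO libraries (at most 3.77 CPM) and below the WT libraries (at least 8.02 CPM), so that a mislabelled or mixed sample cannot be told apart from a KO sample by this value. Depth does not set it apart, since its total count ranked 5 among the 8 libraries. Across genes its deviation from the other KO libraries correlated with gene length with a Spearman rho of -0.19, against 0.04, 0.12 and 0.15 for the other KO libraries, and a length bias remains possible. No biological explanation was tested. Of the 8 DEGs at P1, 8 were still DEGs without this library.
Keratinocyte genes, which the paper does not discuss, were seen in the P1 libraries. Of 12 markers, 9 were more than 10 times higher on average at P1 than at each later age, which is consistent with skin in the dissected tissue of newborn mice. In a separate list of keratinocyte markers, the mean at P1 was higher in KO by 0.43 on the log2 scale (*P*=0.429, two-sided exact permutation test). This gave no sign of a difference between the genotypes but does not exclude one. All 12 markers were higher in KO replicates 1, 2 and 4 and WT replicate 3 than in the other P1 libraries. Other explanations of the difference between ages were not tested, among them a change of the muscle itself.
Glucocorticoid-responsive genes were higher in KO at P1, which the paper does not report. After the 8 DEGs of P1 had been seen, a list of 21 other such genes was written, and 21 of 21 were higher in KO with a mean log2 fold change of 0.54 (limma's camera, with an unadjusted *P*-value of 3.70e-41). Of the 35 splits of the 8 libraries, 1, the real one, gave this list a *P*-value as small. The list was written because of the DEGs of that same split, so the other splits give no independent check of it. The *P*-value also rests on an inter-gene correlation of 0.01, and an estimated correlation was not tried for this list. A different time of day of collection is a candidate explanation. For 9 output genes of the circadian clock the mean log2 fold change was 0.13, with 5 of 9 higher (unadjusted *P*-value of 0.333, limma's camera). Another 5 genes of the opposite phase did not stand apart either (*P*-value of 0.320, limma's camera). Any DEGs of P1 were left out of these 9 genes beforehand, so a difference in time of day is not excluded. At P14 the 8 DEGs of P1 were higher in replicate 4 than in replicate 1 of both genotypes. *Fkbp5* was there at 36.9 against 5.48 CPM in WT and 28.5 against 7.39 CPM in KO. These genes thus also varied between mice of the same genotype. Without KO replicate 4 the 8 DEGs of P1 were 8 of 8 still DEGs, so this library does not account for them. GC content, gene length and depth were not tested for this list, so a higher glucocorticoid signal in newborn KO mice is a hypothesis only. Stress around collection or the time of collection cannot be told apart from an effect of the genotype.
The lists of genes that respond to denervation and of proteasome subunits, which the paper does not discuss for its RNAseq data, were higher in KO at P14, P21 and P35 under each scaling tried. The denervation list had mean log2 fold changes of 0.60 (17 of 18 genes higher, adjusted *P*=7.29e-17), 1.63 (18 of 18, adjusted *P*=5.36e-22) and 2.26 (18 of 18, adjusted *P*=3.55e-15) in limma's camera. The proteasome list had 0.09 (27 of 31, adjusted *P*=7.61e-05), 0.33 (31 of 31, adjusted *P*=5.31e-11) and 0.35 (30 of 31, adjusted *P*=1.88e-05). At P14 the unadjusted *P*-value of the denervation list by limma's camera was 5.47e-18, and it was 1.16e-19 after a gene length correction of each library, which took the Spearman correlation of log2 fold changes with length across genes from -0.13 to -0.0016, so a length bias does not account for it. It was 5.72e-19 after a GC correction and 2.63e-18 after thinning to the smallest library, but these moved the log2 fold changes by medians of 0.00627 and 0.00762 only, so the list cannot be told apart from GC content or depth by them. Over its alternatives the adjusted *P*-value of the denervation list at P14 ranged from 3.55e-40 with the replicate number as a block to 0.0532 with the inter-gene correlation estimated from the data. For the proteasome list at P14 the range was 2.17e-13 with library totals to 0.706 with the estimated correlation. At P14, 6 of the 8 splits that part all same-numbered pairs, and 25 of all 35 splits, gave as many lists past the threshold as the real one. The 8 splits cannot give a share below 0.125. The *P*-value of the denervation list itself was as small in 1 of the 8 splits and 1 of the 35, the real one, at each of P14, P21 and P35. For the proteasome list, 2 of the 8 splits and 13 of the 35 gave a *P*-value as small at P14, 1 of the 8 and 4 of the 35 at P21, and 4 of the 8 and 10 of the 35 at P35, so that its values cannot be told apart from differences between single libraries. Higher expression of the denervation genes may be biological, as a hypothesis, but neither list passed an adjusted *P*-value of 0.05 with the inter-gene correlation estimated from the data.
The KO effect differed between ages in 86 genes for P35 against P21 and in 79 for P21 against P14 (edgeR's quasi-likelihood test of the interaction, adjusted *P*-value under 0.01). Between P35 and P21, *Rassf7* rose by 2.17 on the log2 scale (SE 0.405, adjusted *P*=0.00389, edgeR). Between P21 and P14 the change was 2.88 for *Eda2r* (adjusted *P*=1.22e-07), 2.66 for *Hsf2bp* (adjusted *P*=6.76e-05), 2.46 for *Cilp* (adjusted *P*=6.76e-05), 2.30 for *Cpne2* (adjusted *P*=3.49e-07) and 1.58 for *Runx1* (adjusted *P*=0.00627), all by the same edgeR test. At P21 and P35 each of these 6 genes was higher in 4 of 4 KO libraries than in any WT library of the age. Of 50 regroupings of libraries within ages, 11 gave as many genes for P35 against P21, with up to 4362, and 10 for P21 against P14, with up to 619. Nearly all of these left the later age as it is and exchanged libraries at the earlier age, which removes the earlier KO effect, so that the difference holds the later effect itself. These regroupings therefore do not separate a change with age from a KO effect at the later age, and the 2 counts are not shown to be larger than a regrouping gives.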

How the results depend on the processing

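The alternatives were set before the data were examined, except scaling by library totals, the adjusted deviances of edgeR 4 and the exchange of genotypes within same-numbered pairs, which were added after the data had been seen. For the changes given here the cause was not tested.
The number of DEGs at P1 (8) was 93 with DESeq2, 87 with edgeR's exact test, 14 without a filter on low counts, 31 at an adjusted *P*-value under 0.05, 2 with all 32 libraries in 1 fit, 2 with the replicate number as a block, and 0 with glmTreat at 1.5-fold, where 198 genes had an unadjusted *P*-value under 0.05. At P14 (5) it was 53, 52, 10 and 11 under the first 4 of these, 98 with the block and 1 with glmTreat. At P21 (709) it was 113 with glmTreat, 1157 with library totals, 1213 at an adjusted *P*-value under 0.05 and 1234 without a fold change threshold. At P35 (2496) it was 602 with glmTreat, 4676 with library totals and 3827 without a fold change threshold. Of the 8 DEGs at P1, 0 were called with all 32 libraries in 1 fit and 1 with the block. With library totals the share of DEGs higher in KO was 90.9% at P21 and 93.0% at P35, where TMM gave 68% and 53%. The DEGs shared by P14, P21 and P35 (4) numbered 40 with DESeq2, 38 with the exact test, 8 without a filter, 8 at an adjusted *P*-value under 0.05, 7 with all 32 libraries in 1 fit, 51 with the block and 1 with glmTreat. Those shared by P21 and P35 (569) numbered 95 with glmTreat, 1011 with library totals, 948 at an adjusted *P*-value under 0.05 and 984 without a fold change threshold. With the block, 634 genes were DEGs at P21 and 2273 at P35, where same-numbered libraries correlated across genes with *r*=0.0735 and *r*=0.0487. The genes called by both edgeR and DESeq2 numbered 8, 5, 695 and 2455 at the 4 ages. Counts under RLE, at least 10 counts in every library, calls by both tools, unrounded counts, removal of sex marker and mitochondrially encoded genes, and the adjusted deviances stayed within 1.5 times the main counts.
Across the 8 fits that each left out 1 library, the DEGs numbered 0 to 15 at P1 (at 0 in 3 fits, in which 1401 to 1490 genes had an unadjusted *P*-value under 0.05), 1 to 4 at P14 and 417 to 626 at P21, and across the fits for several ages the shared DEGs numbered 1 to 4 for P14, P21 and P35 and 335 to 482 for P21 and P35. The lists past an adjusted *P*-value of 0.05 at P14 numbered 3 to 7. The interaction of P35 against P21 gave 37 to 116 genes, and that of P21 against P14 gave 30 to 100. The interaction of P35 against P21 (86) gave 9 genes with only the 16 libraries of the 2 ages and 325 with DESeq2, and that of P21 against P14 (79) gave 222 with DESeq2.
The genotype distances stayed on their side of *P*=0.05 (exact permutation test, one-sided) under each alternative run, the fits without a library included, apart from exchanges only within same-numbered pairs. Under these, a test added after the data had been seen, the distances of 0.51 at P21 and 0.74 at P35 each had *P*=0.125, the smallest value that 8 exact assignments allow. The distance of the P35 KO libraries to the P21 KO libraries (0.72) was 1.55 with the 500 most variable genes, 0.89 with a prior count of 0.5, 0.35 on the first 2 principal components and 0.24 on PC2 and PC3 with genes as observations. These are scales of their own, and the last is the one under which 2 of the 4 libraries, not 4, were nearest to the P21 KO libraries. The correlation with WT maturation (-0.17) was -0.0614, -0.14, -0.0942, -0.0905 and -0.0432 with the other 5 pairs of WT libraries and -0.11 over genes that are not DEGs.
With the inter-gene correlation estimated from the data, 0 of the 10 lists passed an adjusted *P*-value of 0.05 at P14, 0 at P21 and 0 at P35 (limma's camera), where 2, 5 and 5 lists had an unadjusted *P*-value under 0.05. Library totals gave mean log2 fold changes of 0.0799 for the complex IV list and 0.0595 for the nuclear OXPHOS list at P14 and 0.22 for the triad list at P21, and there the direction relative to all genes changed. With the block this direction changed for the MAPK list at P14 (mean 0.0052) and P21 (0.0293), the complex IV list at P14 (-0.008) and the triad list at P21 (0.0314) and P35 (0.0573), each of them not past the threshold in either fit. The MAPK list at P35 passed it with the block (-0.05, adjusted *P*=0.0297 by limma's camera). Of the list results, 30 of 30 were the same under RLE and under the filter of 10 counts, 27 under library totals and 24 under the block.
Library totals changed the sign of the log2 fold change at P21 of *Mrpl22* (0.13), *Mtmr12* (0.0251), *Ndufa3* (0.0467), *Nr4a3* (0.0043) and *Pdp1* (0.16), less than the shift of 0.20 of all genes. Of the named genes, 147 kept their call with DESeq2 and 25 more became DEGs, 170 kept it under RLE and 2 lost it, 153 kept it with all 32 libraries in 1 fit with 6 gained and 13 lost, and 144 kept it with the block with 19 gained and 9 lost. With a library left out, the sign changed within the fits for *Car2* (-0.0959 to 0.52), *Dnm2* (-0.0787 to 0.0213), *Runx1* (-0.0261 to 0.16) and *Tubb6* (-0.14 to 0.0243) at P1 and for *Nr4a3* (-0.47 to 0.0804) and *Pdp1* (-0.11 to 0.0716) at P21. Among the lists, the direction relative to all genes changed within the fits for the MAPK (-0.0543 to 0.0496), complex IV (-0.0866 to 0.0535), inflammation (-0.0319 to 0.11) and nuclear OXPHOS lists (-0.14 to 0.0789) at P14, the MAPK (0.00910 to 0.0344) and triad lists (-0.0434 to 0.0754) at P21 and the triad list at P35 (-0.0126 to 0.11). Of the other results with a library left out, 106 calls of named genes were lost and 2 gained, and 5 list results were lost and 11 gained.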

Differences from the paper's values

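The paper gives 16 DEGs at P14, and 5 were found here with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, the threshold of an adjusted *P*-value under 0.05 gave 11, which is within 1.5 times the paper's count. The others run did not come within that range, with 53 for DESeq2, 52 for edgeR's exact test, 98 with the replicate number as a block, 10 without a filter and 7 with all 32 libraries in 1 fit. Of these 16, the paper shows about 12 higher in KO and about 4 lower in Fig. 7B, read by eye, against 4 and 1 here. Without a filter 9 genes were higher, and with an adjusted *P*-value under 0.05, 10 genes were higher, both within 1.5 times the paper's value. None of the alternatives run gave a number of lower genes within 1.5 times the paper's, with 14 for DESeq2, 13 for the exact test, 31 with the block and 1 under the others that were set before the data were examined. Fig. 7F shows about 14 DEGs shared by P14, P21 and P35, read by eye, and 4 were found here. None of the alternatives run came within 1.5 times the paper's number, with 40 for DESeq2, 38 for the exact test, 51 with the block and 8 or fewer under the others.
The paper states that *Tubb6* was higher in KO at all time points and that *Runx1* was higher at the earliest one. Both statements can be read as counted from P1 or from P14, the age at which its comparison of pathways begins. At P1 the log2 fold changes were -0.08 for *Tubb6* (adjusted *P*=0.811, edgeR's quasi-likelihood test) and 0.05 for *Runx1* (adjusted *P*=0.892, edgeR's quasi-likelihood test), with overlapping libraries. At P14 the 4 KO libraries were above the 4 WT libraries for both, with log2 fold changes of 1.05 for *Tubb6* (adjusted *P*=0.146) and 1.22 for *Runx1* (adjusted *P*=0.0822), and neither was a DEG with this edgeR test. Both were DEGs at P14 with DESeq2, with edgeR's exact test and with the replicate block. Fig. 7A marks *Mtm1* as changed at P1, where its adjusted *P*-value was 0.0669 with edgeR's quasi-likelihood test. It passed 0.01 at P1 with DESeq2, with edgeR's exact test, with all 32 libraries in 1 fit and without KO replicate 4. Fig. 7F names 14 genes as DEGs at P14, P21 and P35. At P14, 2 of them were DEGs with edgeR's quasi-likelihood test, 1 with RLE, 5 without a filter, 5 at an adjusted *P*-value under 0.05, 6 with all 32 libraries in 1 fit, 4 with library totals (chosen after seeing the values), 13 with DESeq2, 13 with edgeR's exact test and 14 with the replicate block. Without KO replicate 1, *Eda2r* was a DEG at P14. *Cilp* was a DEG at P14 in 0 of the 8 fits that each left out 1 library. Its adjusted *P*-values there were 0.0102 to 0.0565 (edgeR's quasi-likelihood test).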

Other observations

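The tests of a shift of all genes, for *Dnm2* and for the lists of oxidative phosphorylation, and the measures of how far each correction moved the log2 fold changes were chosen only after the result was seen.
Other splits of the 8 libraries of an age into 4 and 4 were refitted. At P1, 2 of the 8 splits that part all same-numbered pairs, and 2 of all 35, gave as many DEGs as the 8 found, and the other one gave 417. The labels name no batch that this split follows. On 1 side it holds WT replicates 1, 2 and 4 with KO replicate 3. All 12 keratinocyte markers were lower in these 4 libraries than in the other 4. For *Krt1* the values were 608 to 997 CPM against 1334 to 2471 CPM. A varying amount of skin is thus a candidate explanation of the 417 genes, and this split may not be a match by chance. At P14, P21 and P35, 1 of the 8 splits that part all same-numbered pairs and 1 of the 35, the real one each time, gave as many DEGs (5, 709 and 2496). The 8 splits cannot give a share below 0.125, and over 35 the smallest share is 0.029. Same-numbered libraries correlated with *r*=0.0735 at P21 and *r*=0.0487 at P35, so all 35 splits apply at these ages. For the DEGs shared by P14, P21 and P35 and for those shared by P21 and P35, 1 of 100 regroupings gave as many, the real one. At P21, 3 of the 8 splits and 5 of the 35 gave as many lists past an adjusted *P*-value of 0.05 as the 8 found, and at P35, 2 of the 8 and 6 of the 35. The number of lists past the threshold is thus not rarer than among other splits at any of the 3 ages, while the number of DEGs at P14, P21 and P35 was matched by no other of the 35 splits.
Technical biases were weighed for the DEG counts at the later ages. At P21 (709) there were 692 DEGs after a GC correction of each library, 737 after a gene length correction, 712 after thinning to the smallest library and 699 without the 50 genes with most counts. At P35 (2496) the same corrections gave 2506, 2404, 2483 and 2491. Across genes the log2 fold changes correlated with GC content with a Spearman rho of 0.12 at P21 and 0.10 at P35, which the correction took to 0.005 and 0.004, and with gene length with -0.15 and -0.18, which became -0.0128 and -0.0106. These 2 trends were present and do not account for the counts. Thinning moved the log2 fold changes by a median of 0.00733 at P21 and 0.00816 at P35, and leaving out the 50 genes by 0.00162 and 0.00851, so that both corrected almost nothing and the counts cannot be told apart from these explanations by them. The counts may reflect the genotype, as a hypothesis found and tested on the same libraries. The share of counts from mitochondrially encoded genes fell in KO, to 8.41% from 10.8% at P21 and 10.4% from 15.6% at P35.
The lists of mitochondrially encoded and nuclear OXPHOS subunits could be lower only because of the scaling. Under library totals 4 of 4 list means at P21 and P35 were still below 0 (-0.38 and -0.06 at P21, -0.57 and -0.03 at P35), while the mean of the complex IV list was above 0, at 0.02 and 0.15. A scaling adds about the same amount to the log2 fold changes of all genes, so the sign of a list mean depends on that amount and the test cannot tell whether the lists are lower only by the scaling. For *Dnm2* the scaling bears on the value. Under library totals *Dnm2* rose by 0.55 on the log2 scale at P35, and the median of all genes rose by 0.44, so most of that value may be the shift of all genes.
Strain variants around the targeted allele could give DEGs on the X chromosome, since the line was moved from another background. Within 10 megabases of *Mtm1*, 2 of 77 genes were DEGs of both P21 and P35, where 568 of all 15031 genes tested at both ages were, *Mtm1* itself left out (*P*=1, two-sided Fisher's exact test), so the test gave no sign of it.
KO muscle that lags behind WT maturation would give KO changes at P35 opposite to those of WT from P21 to P35. Across 18583 genes, with separate WT libraries in the 2 contrasts, Pearson's *r* was -0.17, and the limit set for a lag was -0.3, so a lag of that size was not seen. With the other pairs of WT libraries *r* was -0.14 to -0.04. All these values have the sign that a lag predicts, so a smaller lag is not excluded. Genes are not independent replicates, and no *P*-value was computed.
Proteins that the paper reports as changed at P21 were set beside their transcripts at that age (edgeR's quasi-likelihood test, 4 WT and 4 KO libraries). Of the mitochondrial proteins that the paper gives as elevated, *Micu2* had a log2 fold change of 0.54 (SE 0.0878, adjusted *P*=0.00332), *Atp5c1* (ATP5F1C) of -0.32 (SE 0.0703, adjusted *P*=0.0126), *Pdp1* of -0.04 (SE 0.124, adjusted *P*=0.869) and *Mrpl22* of -0.05 (SE 0.0747, adjusted *P*=0.641). Of those it gives as decreased, *Cycs* had -0.45 (SE 0.0783, adjusted *P*=0.00448), *mt-Cytb* -0.57 and *Ndufa3* -0.14 (SE 0.0675, adjusted *P*=0.167). Among other proteins it names, *Sqstm1* was a DEG with 0.75 (SE 0.122, adjusted *P*=0.00342). *Bin1* had 0.54 (SE 0.122, adjusted *P*=0.0134), *Dysf* 0.39 (SE 0.120, adjusted *P*=0.0446), *Immt* -0.37 (SE 0.0732, adjusted *P*=0.00824), *Mtmr10* -0.40 (SE 0.111, adjusted *P*=0.0312), *Rtn2* -0.25 (SE 0.0942, adjusted *P*=0.0875), *Mtmr12* -0.16 (SE 0.114, adjusted *P*=0.340) and *Nr4a3* -0.18 (SE 0.418, adjusted *P*=0.80), and none of these 7 passed the thresholds. With library totals the sign of *Pdp1*, *Mrpl22*, *Ndufa3*, *Mtmr12* and *Nr4a3* changed.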
